# Dramatic changes in gene expression in different forms of *Crithidia fasciculata* reveal potential mechanisms for insect-specific adhesion in kinetoplastid parasites

**DOI:** 10.1371/journal.pntd.0007570

**Published:** 2019-07-29

**Authors:** John N. Filosa, Corbett T. Berry, Gordon Ruthel, Stephen M. Beverley, Wesley C. Warren, Chad Tomlinson, Peter J. Myler, Elizabeth A. Dudkin, Megan L. Povelones, Michael Povelones

## Abstract

Kinetoplastids are a group of parasites that includes several medically-important species. These human-infective species are transmitted by insect vectors in which the parasites undergo specific developmental transformations. For each species, this includes a stage in which parasites adhere to insect tissue via a hemidesmosome-like structure. Although this structure has been described morphologically, it has never been molecularly characterized. We are using *Crithidia fasciculata*, an insect parasite that produces large numbers of adherent parasites inside its mosquito host, as a model kinetoplastid to investigate both the mechanism of adherence and the signals required for differentiation to an adherent form. An advantage of *C*. *fasciculata* is that adherent parasites can be generated both *in vitro*, allowing a direct comparison to cultured swimming forms, as well as *in vivo* within the mosquito. Using RNAseq, we identify genes associated with adherence in *C*. *fasciculata*. As almost all of these genes have orthologs in other kinetoplastid species, our findings may reveal shared mechanisms of adherence, allowing investigation of a crucial step in parasite development and disease transmission. In addition, dual-RNAseq allowed us to explore the interaction between the parasites and the mosquito. Although the infection is well-tolerated, anti-microbial peptides and other components of the mosquito innate immune system are upregulated. Our findings indicate that *C*. *fasciculata* is a powerful model system for probing kinetoplastid-insect interactions.

## Author summary

Kinetoplastids are single-celled parasites that cause devastating human diseases worldwide. Although this group includes many species that infect a variety of hosts, they have a great deal of shared biology. One relatively unexplored aspect of the kinetoplastid life cycle is their ability to adhere to insect tissue. For pathogenic species, adherence is critical for transmission by insect vectors. We have used an insect parasite called *Crithidia fasciculata* as a model kinetoplastid to reveal shared mechanisms of insect adherence. We have compared gene expression profiles of motile, non-adherent *C*. *fasciculata* to those of *C*. *fasciculata* adhered to non-living substrates and those attached to the hindgut of mosquitoes. Through this analysis, we have identified a large number of candidate proteins that may mediate adhesion in these and related parasites. In addition, our findings suggest that the mosquito immune system is responding to the presence of parasites in the gut. These results establish a new, robust system to explore the interaction between kinetoplastids and their insect hosts.

## Introduction

Kinetoplastids are eukaryotic parasites, some of which are agents of important tropical diseases such as Human African Trypanosomiasis, Chagas Disease, and Leishmaniasis. Insects serve as hosts and vectors for human-infective kinetoplastids. While the cell biology of these parasites has been studied intensively for decades, many of the life cycle stages that develop in the insect vector are the least well characterized. This is because certain developmental forms are not amenable to cultivation and their abundance or location in the insect complicates their isolation and analysis. In addition, some vector species can be difficult to maintain, and it can be challenging to achieve robust and reliable laboratory infections.

Kinetoplastids colonize different insect vectors and have distinct life cycles within those vectors. *Leishmania* spp. are transmitted by phlebotomine sandflies. With the exception of members of the *Vianna* subgenus, such as *L*. *braziliensis*, all *Leishmania* species undergo a similar developmental program within the fly [1]. They enter during blood feeding and proliferate in the midgut as promastigotes, which divide as rosettes with their flagella oriented towards the center [2, 3]. As the bloodmeal is digested, promastigotes transform into motile nectomonads, which attach to epithelial cells via their flagellum. Epithelial attachment is required to maintain the parasites in the gut during blood meal processing [4, 5]. Nectomonads then migrate anteriorly and attach to the stomodeal valve where they differentiate into haptomonads and eventually metacyclic promastigotes. Accumulating parasites compromise the function of the valve, allowing parasites to migrate beyond it and enter the proboscis where they can be transmitted during the next bloodmeal [3].

Upon ingestion by the tsetse fly during blood feeding, *Trypanosoma brucei* differentiates in the fly midgut into replicating promastigotes. These migrate from the midgut to the salivary glands where they adhere to the salivary epithelium [6]. Here, they form transmission-stage metacyclics that can be introduced into a mammalian host during blood feeding [7]. *Trypanosoma cruzi* is transmitted by reduviid bugs. Epimastigotes first adhere to the posterior portion of the midgut and then to the hindgut and rectal epithelia. They then transform into metacyclics, which are defecated onto the host during insect blood feeding [8]. Adherence to the gut is not only important for *T*. *cruzi* maintenance, it is also a crucial step in the differentiation of epimastigotes to infective metacyclics [9].

One consistent feature in the life cycle of all these pathogenic kinetoplastids is that they adhere via their flagellum to insect tissue. Adherence is crucial for vector colonization, parasite differentiation, and parasite transmission [6, 9, 10]. Furthermore, the ultrastructural nature of this attachment is remarkably similar among the different species, resembling an electron-dense, hemidesmosome-like plaque connecting the flagellum of the parasite with the insect tissue [11, 12]. While a handful of molecules have been proposed to play a role in adhesion [13–18], the molecular composition of the attachment structure has yet to be described in detail.

In addition to pathogenic species, there are monoxenous kinetoplastids that exclusively parasitize insects, such as *Crithidia fasciculata*, which is a parasite of mosquitoes [19]. Large quantities of *C*. *fasciculata* can be grown rapidly and inexpensively, making them a useful model kinetoplastid for biochemical and molecular studies. *C*. *fasciculata* can effectively colonize a range of mosquito species, adhering to the hindgut and rectal papillae of the mosquito [20]. Like other kinetoplastids, adhesion is mediated by the flagellum, and the adhesive structure resembles a hemidesmosome [21, 22]. Adherent *C*. *fasciculata*, called haptomonads, are rounder than the swimming nectomonad form and have a dramatically shortened flagellum. Interestingly, *C*. *fasciculata* cells can form similar attachments to non-living substrates, including tissue culture plastic [23, 24].

Given the importance of parasite adherence to insect tissue in the transmission of pathogenic kinetoplastids, and the likelihood that all kinetoplastids may have evolved similar mechanisms for this process, we have used *C*. *fasciculata* to investigate the cell and molecular biology of kinetoplastid adhesion. We compared the transcriptomic profiles of swimming and adherent *C*. *fasciculata* cells grown in culture. We also characterized the transcriptomic profile of *C*. *fasciculata* isolated from the hindgut of infected *Aedes aegypti* mosquitoes. Although parasites recovered from mosquitoes were transcriptionally distinct from both cultured forms, they most closely resemble adherent cells and share a subset of upregulated genes with putative roles in adhesion. We additionally analyzed mosquito samples for changes in gene expression following infection with *C*. *fasciculata* and identified a small number of differentially regulated genes indicating that the mosquito is responding to the parasites. Taken together, our data provide a detailed analysis of *C*. *fasciculata* growth *in vitro* and *in vivo*, and suggest that adherent *C*. *fasciculata* may be better-suited for survival and proliferation in the mosquito host, while swimmers may be better adapted for dispersal and survival while awaiting uptake by a mosquito.

## Methods

### Cell culture

The CfC1 genome reference strain of *Crithidia fasciculata* was used for our experiments. The line was obtained from the laboratory of Dr. Stephen Beverley (Washington University). For these experiments, cells were maintained in complete brain heart infusion medium (BHI) made by dissolving 37 g of powder (Sigma) per liter of water and supplementing with bovine hemin (Sigma) to a final concentration of 20 μg/ml. Cells were passaged every 2–3 days and cultured between 27–28 °C at a density of 10^5^−10^8^ cells/ml in non-treated tissue culture flasks. For cultures of swimming cells, flasks were placed on a rocker, while flasks for adherent cells were left stationary on the incubator shelf. All washes of adherent cultures were performed by pipetting the wash solution directly onto the flask surface, then rocking the flask. Swimming cells were counted by fixing in 0.3% formalin followed by staining with Gentian violet (Harleco) in 0.2 M NaCl, 0.7 mM EDTA. Fixed, stained cells were then counted on a hemocytometer.

### Mosquito infection

*Aedes aegypti* Liverpool strain (LVP-IB12) were used for these experiments. This colony is maintained under standard laboratory conditions from eggs obtained from BEI Resources, NIAID, NIH (MRA-735) contributed by David W. Severson. To infect mosquitoes with *C*. *fasciculata*, 10^8^ swimming cells from a log-phase culture were pelleted by centrifugation at 1000 rcf. After removing the medium, the cell pellet was resuspended in a solution containing 4 ml PBS and 8 ml 10% sucrose. This solution was used to saturate four cotton balls, which were divided between two containers each with approximately 50 female *Ae*. *aegypti* 3–6 days post-eclosion. Prior to infection, mosquitoes were starved overnight. Mosquitoes were then allowed to feed on *C*. *fasciculata*/sucrose-saturated cotton balls for 24 h before being switched back to 10% sucrose. Seven days after feeding, mosquito hindguts and rectal papillae were dissected in PBS (removing the midgut and Malpighian tubules). At least five mosquitoes from each cup were examined for infection prevalence, which is typically 100%. The remainder were transferred to Trizol and frozen for RNA isolation. For survival analysis, male and female *Ae*. *aegypti* 6–8 days post-eclosion were placed separately into 4 cups and starved for 24 h. Control and *C*. *fasciculata* infection treatments were performed as described above. 80 mosquitoes were used for each of the 4 groups. Mosquito mortality was recorded daily. Final counts were made 28 days after treatment. Kaplan-Meier plots were generated and analyzed using Prism (GraphPad).

### Plasmids

To create GFP-expressing *C*. *fasciculata*, we used the pNUS series of plasmids that were created for use in *C*. *fasciculata* and are maintained in transformed cells as episomes [25]. To increase expression of the fluorescent protein, an rDNA promoter was introduced [26, 27]. The rDNA promoter was PCR amplified and inserted into the HindIII site upstream of the GFP expression cassette. Plasmids were electroporated into *C*. *fasciculata* CfC1 cells with a BTX-ECM600 device as described [28].

### Imaging cultured rosettes

To image rosettes in culture, cells were adhered to poly-L-lysine-coated glass coverslips in 6-well culture dishes for two hours in BHI. Coverslips were gently washed three times with PBS. BHI was then added back to the wells, and plates were incubated for approximately 24 h to allow for growth of adherent cells. The coverslip was removed, mounted on a glass slide, and imaged. To image swimming cells, a sample was removed from culture, placed on a charged glass slide, covered with a coverslip, and imaged. Live-cell imaging was performed using a Zeiss Axioscope.A1 upright LED fluorescence microscope equipped with a Zeiss AxioCam ICm1 camera. For time-lapse imaging of rosettes, cells were adhered to poly-L-lysine-treated Mattek dishes for 2 h, followed by 3 PBS washes to remove any swimming cells. After the PBS washes, a small volume of medium was added back to the dish into the well formed by the Mattek coverslip. An additional glass coverslip was sealed over the cells to prevent evaporation and provide the optical clarity required for optimal imaging. The adhered cells were imaged on a Leica DMI4000 spinning disk confocal microscope. Multiple positions were imaged every 2 min.

### RNA isolation

To isolate RNA from swimming cells, cultures were established with 10^8^ cells in 10 ml of BHI in a 25 cm^2^ flask and allowed to grow on a rocker at 27 °C for 24 h. To generate samples enriched for adherent cells, 2 x 10^8^ cells were diluted in 20 ml of BHI in a 75 cm^2^ flask. These flasks were incubated for 2 h on the incubator shelf to allow cells to adhere. The culture medium was then removed and flasks were washed twice with 20 ml BHI medium to remove non-adherent cells. BHI medium (20 ml) was added back to the flasks, which were then incubated for 24 h on the incubator shelf. Adherent cells were lysed in the flask by removing culture medium, washing three times with BHI to remove swimming cells, then adding 4 ml Trizol (ThermoFisher) directly to the flask. For swimming cultures, 7 x 10^8^ cells were centrifuged at 1000 rcf for 10 min. The supernatant was removed and the cell pellet resuspended in 2 ml Trizol. Total RNA was isolated according to the manufacturer’s protocol for cells grown in suspension. RNA pellets were resuspended in 40 μl water and stored at -80 °C. For mosquito hindgut samples, 30 hindguts from each condition (uninfected and infected) were stored at -80 °C in 500 μl Trizol and 100 μl glass beads and processed together for RNA isolation. Hindgut samples were supplemented with 120 μl of chloroform and then homogenized using a FastPrep-24 at 4.0 m/s for 20 s. Following homogenization, total RNA was isolated following the standard protocol. RNA pellets were resuspended in 40 μl water and stored at -80 °C. Contaminating DNA was removed from RNA samples by treating them with Turbo DNA-free (ThermoFisher).

### qPCR analysis

Total RNA samples were purified from cultured adherent and swimming *C*. *fasciculata* as well as from infected and uninfected hindguts as described above with the following modifications. *Ae*. *aegypti* hindgut samples were processed using Direct-zol RNA MicroPrep columns (Zymo Research) according to the manufacturer’s directions including an on-column DNase treatment step. After purification, 1 μg of total RNA was reverse transcribed into cDNA using iScript (Bio-Rad) according to the manufacturer’s protocol. Quantitative PCR was performed with PerfeCTa SYBR Green Supermix (QuantaBio) on a ViiA 7 system (Applied Biosystems).

### Preparation of libraries for RNAseq

RNA quality was evaluated using an Agilent 4200 TapeStation. RNA concentration was determined by Qubit 3 Fluorometer (ThermoFisher). Libraries from triplicate cultured swimming, cultured adherent, uninfected, and infected *Ae*. *aegypti* hindguts were prepared from 1 μg of RNA using an Illumina TruSeq stranded mRNA library kit according to the manufacturer’s instructions. Libraries were pooled and sequenced in a single run on an Illumina NextSeq 500 sequencer. Single-end reads (75 bp) were generated and 600 million reads passed the quality filter.

### Genome sequencing and assembly

The *Crithidia fasciculata* (strain/isolate Cf-C1) was obtained from Dr. Larry Simpson, University of California, Los Angeles. Genomic DNA was prepared by CsCl/Ethidium bromide density gradient centrifugation to minimize the amount of kinetoplastid (mitochondrial) DNA. A total of 12 single molecule real-time (SMRT) cells of sequence data were generated on the PacBio RS II instrument, comprised of SMRT cells of 10Kb library fragment size utilizing the P4/C2 chemistry with a post-filtered yield of 1.6 Gb of data (48X) and eight SMRT cells of 20Kb library data utilizing the P5/C3 chemistry for a filtered yield of 2.6 Gb of data (77X). All SMRT reads were assembled using HGAP [29] and ECtools [30]. HGAP entails a three-part process starting with error correction of the reads during the initial preassembly stage. Preassembly is accomplished by aligning SMRT reads to seed reads and outputting a consensus of the aligned reads resulting in long, accurate fragments of the genome. The second step of HGAP involves performing an assembly of the preassembled reads using the Celera assembler [31]. The ECtools error correction used the assembled unitig or contig FASTA formatted sequences for error correction of the SMRT sequences. This resulted in 49.5X coverage of error-corrected sequences to use for the primary assembly. Several minimum seed read lengths were tested to derive the optimal combination of contig length and genome assembly size. Consensus base error correction on the assembled contigs were accomplished with Quiver, a quality-aware consensus algorithm which uses quality values encoded in the primary bax.h5 file format to output a highly accurate consensus. For the purpose of building pseudochromosomes we used Nucmer/Promer and a series of custom scripts to align the draft assembly contigs to the chromosomal build of *Leishmania major* Friedlin. To improve upon the initial chromosomal build, we used the ABACAS software [32]. ABACAS uses MUMmer to determine alignment position and synteny of assembled contigs versus a reference, resulting in the output of a new consensus FASTA sequence of ordered, oriented contigs along the queried reference. Separate ABACAS jobs were performed on each of the 31 chromosome sequences from the chromosomal build in order to integrate the assembled contigs. PBJelly (v14.9.9) [33] was then used to extend and fill gaps within the pseudoautosomal gap regions. Since PBJelly integrates error-prone SMRT sequences into the assembly gaps, we ran two iterations of iCORN [34] that utilizes highly accurate aligned Illumina data to correct small assembly base insertions and deletions genome-wide. The final assembly, denoted *Crithidia fasiculata*-14.0, was submitted to GenBank and assigned accession number GCA_000331325.2. Annotations were generated using the Sanger annotation platform [35] and through manual curation. The version of the genome that was deposited in TriTrypDB [36], and which was used for this analysis, includes 30 pseudochromosomes and the kinetoplast maxicircle.

### Data analysis

Sequenced reads from cultured adherent, cultured swimming, and infected *Ae*. *aegypti* hindguts were mapped to the *C*. *fasciculata* CfC1 transcriptome (version 28), while reads from control and infected hindguts were mapped to the *Ae*. *aegypti* transcriptome (Liverpool strain AGWG AaegL5.1) using Kallisto (version 0.43.0) [37]. Mapped reads were read into the R/Bioconductor environment using the Tximport package (version 1.0.2). For cultured *C*. *fasciculata* samples (swimming and adherent), between 32% and 35% of sequenced reads aligned to the *C*. *fasciculata* transcriptome. In infected hindguts, between 0.2% and 1% of reads mapped to the *C*. *fasciculata* transcriptome, while between 81% and 84% of reads from these samples mapped to the *Ae*. *aegypti* transcriptome. *Ae*. *aegypti* transcripts were summarized to genes. Data were filtered to remove genes expressed at low levels [counts per million (cpm) <1] and normalized with the calcNormFactors function from *limma* ([38], version 3.34.4) using the TMM method [38]. For analysis of cultured samples (swimming versus adherent, three replicates each), transcripts were filtered out if they had a cpm<1 in three of the six samples. For analysis that included *C*. *fasciculata* transcripts from infected mosquito hindguts, transcripts were filtered if they had cpm<1 in three of the cultured samples and in any of the infected hindgut samples. Hierarchical clustering using a maximum distance method and principal component analysis (PCA) were used to visualize the relationship between samples. To confirm that differences in read depth between samples generated from cultured cells and mosquito hindguts did not affect our differential gene analysis, we used sub-sampling to confirm our results. When one million sub-sampled reads from each sample were compared, over 80% of the differentially expressed genes identified in the full analysis were also identified in the sub-sampled analysis. *limma* was used to identify differentially regulated *C*. *fasciculata* transcripts across our three conditions (cultured adherent, cultured swimming, and mosquito hindgut, False Discovery Rate <0.01 and log_2_ Fold Change >1) [38]. For analysis of differentially regulated *Ae*. *aegypti* transcripts, the experimental design required three independent infections, which introduced a systemic “batch effect.” To address this, we introduced a batch correction using the SVA package ComBat function [39, 40]. This batch correction is generated using an empirical Bayesian framework which adjusts for known batch effects (e.g. separate cultures of parasites, generations of mosquitoes and infection levels). This adjusted data was then used for downstream differential gene expression analysis. *limma* was used to identify differentially expressed genes (False Discovery Rate <0.05 and log_2_ Fold Change >0.59) [38]. Graphics for RNAseq data were created using ggplot2 [41]. Analysis of predicted transcripts and gene ontology were performed on TriTrypDB [36] for *C*. *fasciculata* transcripts and VectorBase [42] and David [43, 44] for mosquito transcripts. Gene Set Enrichment Analysis (GSEA) was performed using version 3.0 of the software available from the Broad Institute [45, 46]. All 134 available Kyoto Encyclopedia of Genes and Genomes (KEGG) [47] pathways on TriTrypDB and two additional custom gene sets were analyzed for enrichment in cultured adherent and swimming *C*. *fasciculata* with the number of permutations set to 1000 and a permutation type of “gene_set”. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [48] and are accessible through GEO Series accession number GSE132641 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132641).

## Results

### *C*. *fasciculata* cultured adherent cells resemble parasites found in the insect host

It has been previously noted that certain kinetoplastid species can adhere to culture substrates, including glass and tissue culture plastic (Fig 1A, [24, 49, 50]). For *C*. *fasciculata*, adhesion in culture is favored by stationary incubation as opposed to incubation on a shaker or rocker. For this reason, researchers have typically grown their cultures with movement in order to maintain a relatively homogeneous population of swimming cells. *C*. *fasciculata* also adhere to the cuticular lining of the mosquito hindgut [19, 22, 51], presumably allowing effective colonization of this compartment.

**Fig 1:**
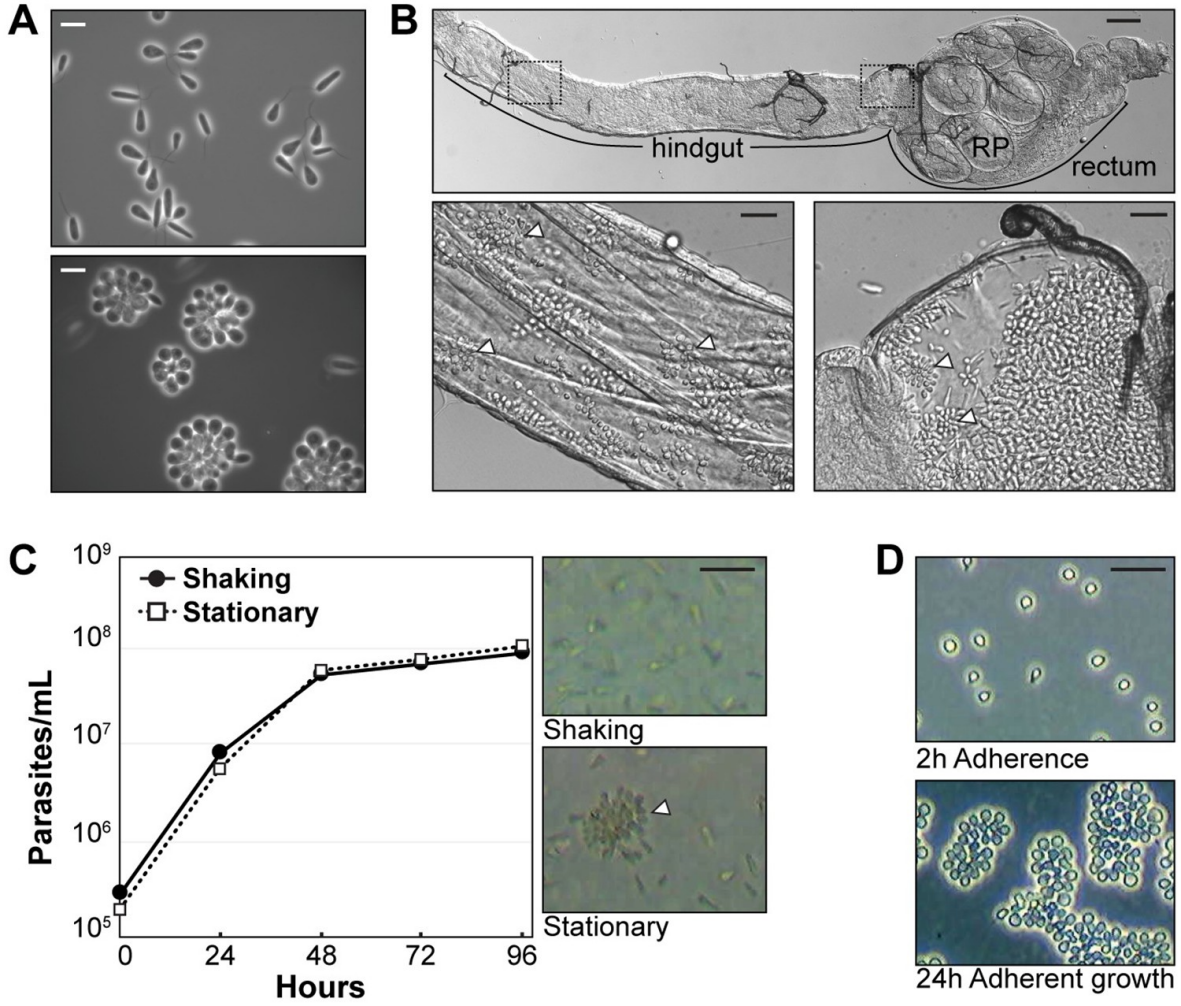
*Crithidia fasciculata* adherent stages in culture and the mosquito host. (A) Phase contrast images of live swimming (top panel) and adherent rosettes (bottom panel) grown in culture. Scale bars, 10 μm. (B) Images of *Crithidia* rosettes within an infected *Aedes aegypti* hindgut. Top panel shows an infected hindgut. *C*. *fasciculata* colonize the hindgut, rectum and rectal papillae (RP). Scale bar, 100 μm. Bottom panels are enlargements of the areas shown in the boxes above. Scale bars, 20 μm. Adherent cells are visible throughout the highlighted regions. White arrowheads in bottom panels indicate rosettes (C) Growth curve comparing rates of growth of cells grown in flasks kept on a rocker (shaking, solid line) and the incubator shelf (stationary, dotted line). Images of cells in shaking and stationary flasks. White arrowhead indicates a rosette. Scale bar, 25 μm. (D) Top image, cells that were allowed to adhere for 2 h followed by 3 washes to remove swimming cells. Bottom image shows the same flask after adherent cells have been allowed to grow for ~24 h. Scale bar, 25 μm.

We infected laboratory mosquito strains with *C*. *fasciculata* to confirm that adherent parasites found in mosquitoes morphologically resemble adherent forms grown in culture. Mosquitoes were allowed to feed *ad libitum* on sucrose containing flagellated swimming *C*. *fasciculata* for 24 hours, after which they were maintained on a standard sucrose diet. Seven days post-infection, mosquitoes were dissected and tissues examined for *C*. *fasciculata*.

Using this protocol, we achieved a nearly 100% infection rate for *Anopheles gambiae*, *Anopheles stephensi*, and *Aedes aegypti* mosquitoes. While small numbers of parasites were found in the crop and midgut, the vast majority of *C*. *fasciculata* cells were adhered to the lining of the hindgut and rectal papillae (Fig 1B). The parasites were found at high density, covering most of the surface of these organs. This indicates that the relatively small numbers of parasites reaching the mosquito hindgut were able to robustly colonize and replicate. The density of colonization and the percent of infected mosquitoes were comparable to what has been reported with *Culex* mosquitoes [52]. Despite high parasite numbers, under standard laboratory conditions we saw no difference in lifespan of infected mosquitoes (either males or females) when compared to uninfected control mosquitoes (S1 Fig).

Examination of *C*. *fasciculata* cells in infected hindguts and rectal papillae revealed that the parasites had transformed from the flagellated swimming (nectomonad) form used to feed the mosquitoes into adherent, sessile haptomonads. These cells are attached to the cuticular lining of these tissues and are often observed in rosette-like clusters similar to those observed in culture. In a freshly dissected sample, parasites are almost exclusively observed as haptomonads. However, after several minutes, motile nectomonads can be found and typically occur in damaged areas, perhaps due to prolonged incubation of the tissue in buffer, as observed previously [22]. As described below, we have observed swimming cells dividing from rosettes in culture; therefore, the presence of these motile cells could also be due to normal production of swimming cells during cell division within the growing rosettes.

### Stationary culture and removal of swimming cells promotes the transformation and growth of adherent *C*. *fasciculata*

We measured growth rates of *C*. *fasciculata* parasites cultured in stationary flasks compared to flasks that were agitated on a rocking platform (Fig 1C). Cells divided at similar rates; however, the rocking culture contained almost exclusively swimming nectomonad forms while the stationary flasks contained some adherent, haptomonad cells (Fig 1C). In order to study adherent *C*. *fasciculata*, we developed a cell culture protocol to enrich for adherent cells (Fig 1D). Cells from a mid-log phase culture were diluted into a new flask and incubated for 2 hours without agitation. We observed that a small number of single cells will adhere to the flask under these conditions. Non-adherent cells were removed by washing. Following 24 hours of stationary incubation, we found that individual adherent cells had divided to form large rosettes. We also observed a small number of swimming cells, which could be removed by washing, leaving a culture composed almost exclusively of adherent parasites. For our purposes we have defined a “rosette” as a group of cells that arose from the division of a single cell or pair of adherent cells, rather than a cluster of swimming cells that associate via their flagella, as has been observed for other organisms [2].

### Cell division within rosettes is rapid and produces swimming cells

To visualize rosettes in more detail both in culture and in the mosquito, we created a *C*. *fasciculata* cell line expressing cytoplasmic GFP. In culture, this allowed us to visualize more clearly the relationships between individual cells in the rosette. Since our GFP plasmid is maintained episomally, some cells have reduced GFP expression due to imperfect inheritance of the plasmid (Fig 2A and 2B). Variability in GFP signal is most likely due to variable levels of expression in cells containing different numbers of episomal plasmids, as GFP signal did not correlate with either cell cycle or morphological form (swimming or adherent). The heterogeneity of GFP expression between cells in a rosette indicates that, despite their close apposition to each other, the cytoplasm of each cell remains separate (Fig 2B and 2C). However, we cannot rule out the presence of gap junction-like connections between these cells through which GFP is too large to pass.

**Fig 2:**
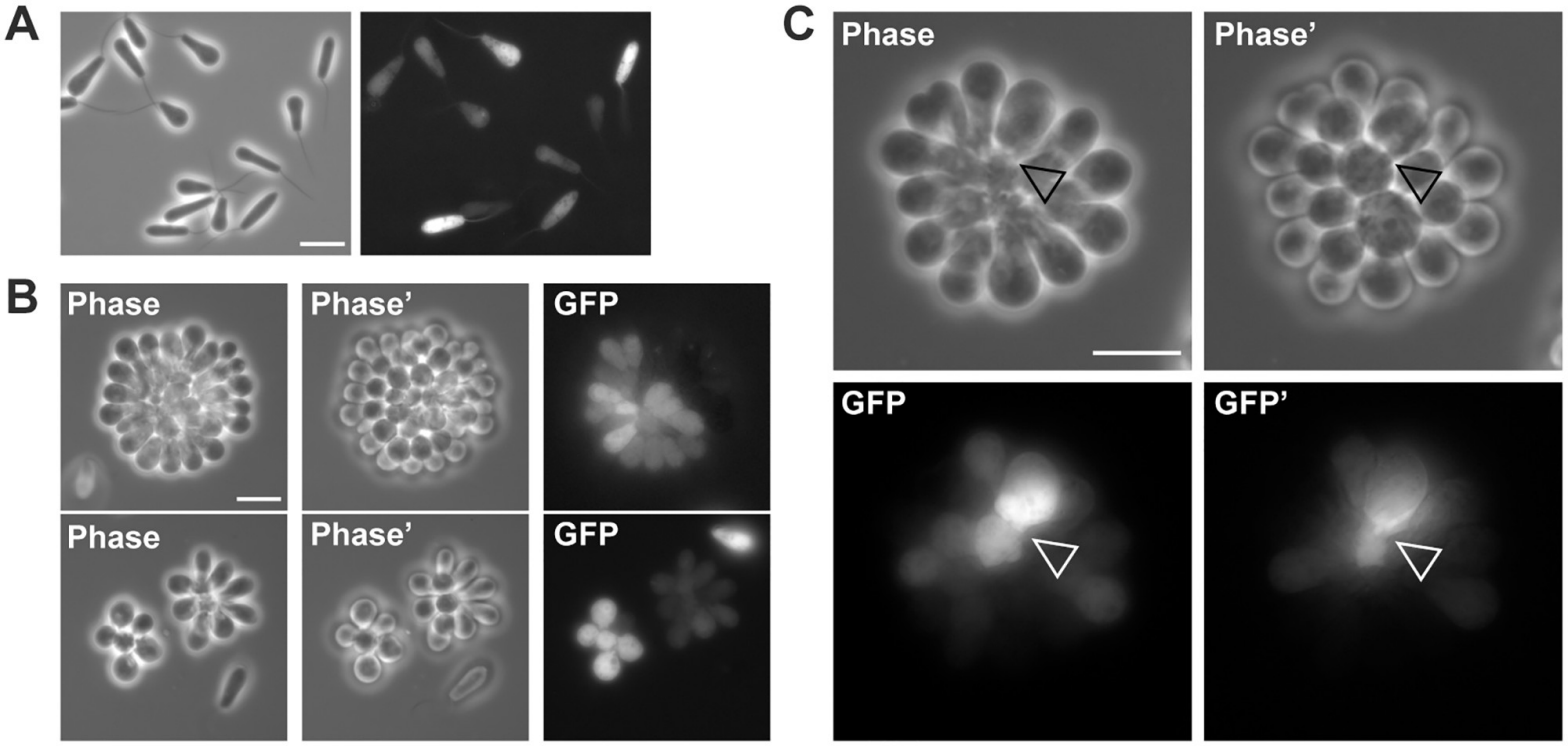
Organization of cultured *C*. *fasciculata* rosettes. (A) Live *C*. *fasciculata* swimming cells expressing cytoplasmic GFP from an episomal plasmid. Scale bar, 10 μm. (B) Live GFP-expressing rosettes grown on poly-L-lysine-coated glass coverslips. Two different focal planes are shown in phase contrast to highlight the three-dimensional structure of the rosette. Scale bar, 10 μm. (C) Enlargement of rosette cells expressing GFP. Arrowhead indicates possible junction between cells. Scale bar, 10 μm.

To observe the behavior of adherent cells within a rosette, we used time-lapse video microscopy (Fig 3A; S1 and S2 Movies). Starting from single adherent cells, cell division in rosettes typically produces either two daughter cells that remain in the rosette as haptomonads, or two cells that initiate transformation into swimming nectomonads. When the latter occurs, the cell body of each daughter cell is more elongated post-division, presumably with growth of the flagellum, before both cells detach from the rosette almost simultaneously (Fig 3B; S3 Movie). Haptomonads continued to divide until they formed a near complete monolayer on the surface of the dish. Swimming nectomonads also accumulated during this time, likely due to their division from rosettes as well as their further division in the medium.

**Fig 3:**
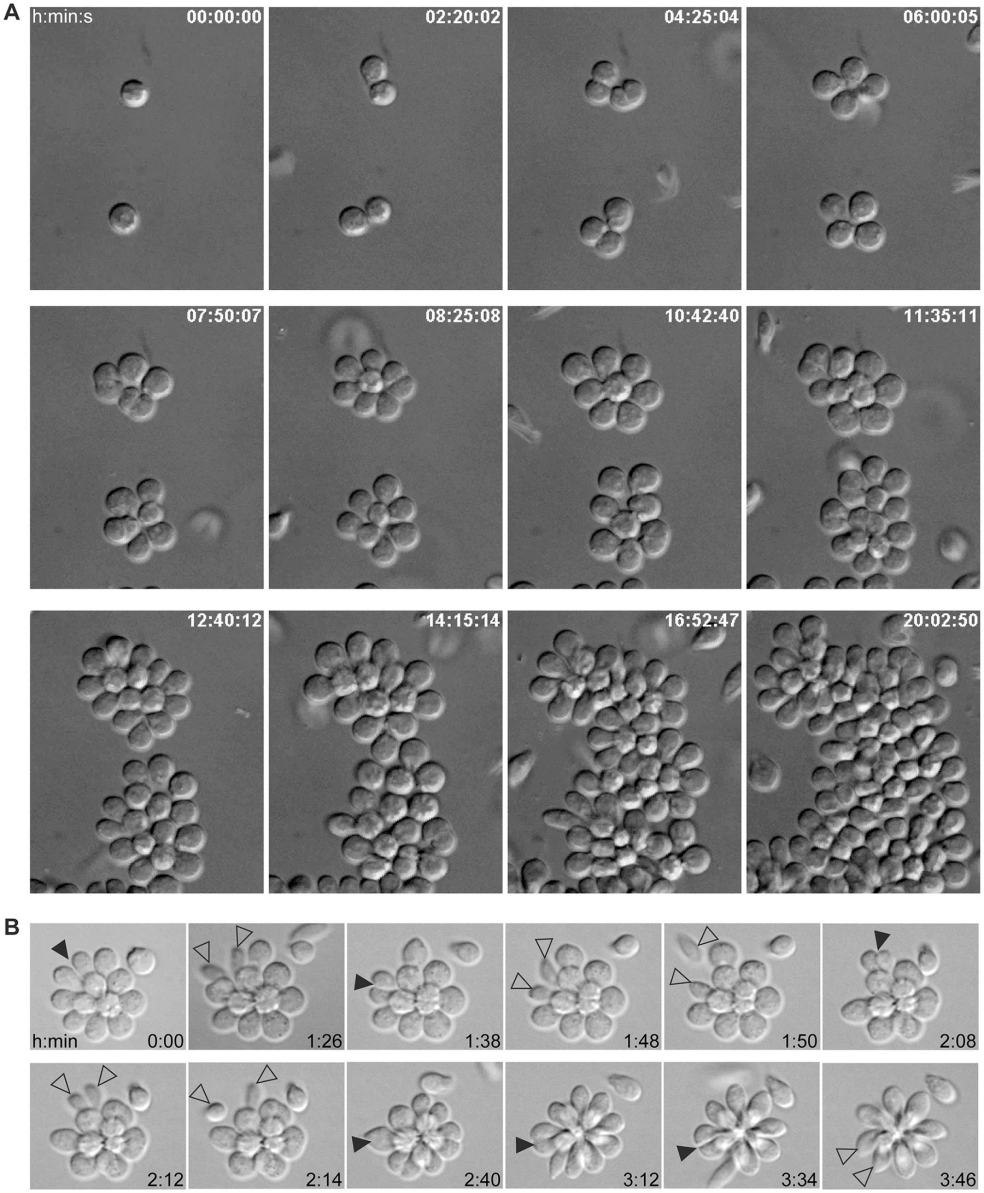
Time course Differential Interference Contrast live microscopy of cells in a rosette. (A) Panels are representative frames taken over 20 h of a 24 h imaging period. During this time, several cell divisions were observed. Times are shown as h:min:s. (B) Cells imaged live over approximately 4 h. Black arrowheads indicate cells in the process of division, while open arrowheads indicate divided cells about to leave the rosette. Times are shown as h:min.

To quantitate the doubling time of haptomonads, we observed 92 cell divisions (46 cells) over a 24-hour period. The average time between cell divisions in rosettes was 3 hours 48 min (228 +/- 34 min). To compare this to swimming cells, we calculated swimming cell doubling time based on growth curves of nectomonad cultures grown on a rocker. When we did this for nine different time points in six separate cultures, we estimate an average doubling time of 4 hours 42 min (282 +/- 63 min). Although we used two different methods to estimate their doubling time, our results raise the possibility that adherent cells replicate more quickly than swimming cells.

### *C*. *fasciculata* is primarily observed adhering to the posterior gut of the mosquito

We took advantage of our GFP-expressing *C*. *fasciculata* cells to obtain clearer images of the parasites within mosquitoes. This approach highlighted the abundance and organization of the parasites along the lining of the hindgut, rectum and rectal papillae (Fig 4A). As described above, the majority of the cells are sessile haptomonad forms that grow in rosette-like patterns (Fig 4B). This approach also allowed us to examine other mosquito tissues for the presence of *C*. *fasciculata*. Despite their abundance in the hindgut and rectum, we were unable to detect large numbers of parasites in other organs of the mosquito, including the crop and the midgut. We suspect, in agreement with previous studies, that *C*. *fasciculata* is unable to adhere to or replicate within these tissues [19, 22].

**Fig 4:**
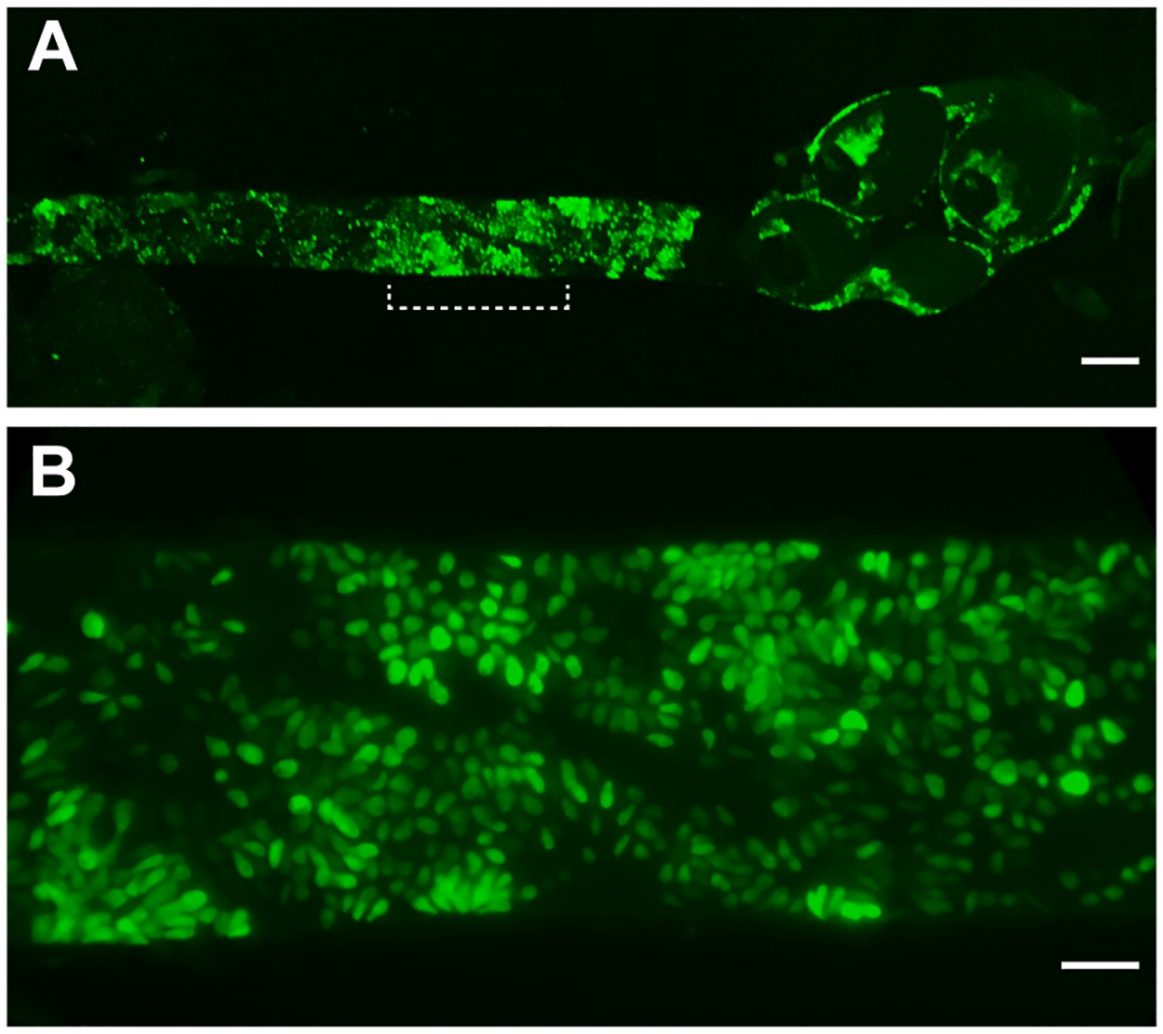
Hindgut of *Ae*. *aegypti* mosquito 7 days post infection with GFP-expressing *C*. *fasciculata*. (A) Widefield fluorescence microscopy was used to image fluorescent parasites in a dissected mosquito hindgut. Parasites are observed attached to the hindgut, rectum and rectal papillae. (B) Higher magnification image of the bracketed region indicated in panel A. The scale bars in panels A and B are 100 μm and 20 μm, respectively.

### Transcriptomic analysis of swimming and adherent *C*. *fasciculata*

To uncover proteins involved in adherent growth, we performed transcriptomic analysis of adherent and swimming cells. 

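Messenger RNA from 3 cultures of swimming cells and 3 cultures of adherent cells was sequenced, with the cultures numbered 1 to 3 in each form. Adherent cells were left to attach for 2 h, washed, and grown for 24 h, as long as the swimming cultures. The labels speak of more washes after adhesion than the methods do, and the series text mentions an adherent replicate that was excluded, although 3 are listed. The authors assigned reads to transcripts with Kallisto and deposited a table of transcript abundances (TPM) and a table of log2 CPM values normalized by TMM for 9323 transcripts. The table named as estimated counts held TPM, since all of its columns summed to the same total, so the log2 CPM values were used. Reads behind those values were recovered from the steps between low values. They came to 14365155 to 19191279 per swimming library (median 17692615) and 14606533 to 22034388 per adherent library (median 20098878). Each transcript was tested with limma, and called at an adjusted p under 0.01 and a log2 fold change above 1 or below -1, the thresholds of the paper. No replicate term was used, because cultures with the same number were no more alike than others. Positive log2 fold changes stand for higher levels in adherent cells. Product descriptions were available only for the 4298 of these transcripts that the tables of the paper describe.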

We prepared RNA from three mid-log phase cultures of swimming and adherent *C*. *fasciculata* using the enrichment procedure described above. We also prepared RNA from dissected *Ae*. *aegypti* hindguts 7 days post-infection with *C*. *fasciculata* and from mock-infected controls. Bar-coded mRNA libraries were created for RNA sequencing analysis (RNAseq). In total, we analyzed 12 samples: 3 replicates each of cultured swimming, cultured adherent, uninfected female hindguts, and infected female hindguts.

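The infected hindguts came from mosquitoes dissected 7 days after 24 h of feeding on parasites, 30 hindguts per sample according to the methods, where the labels speak of 50 mosquitoes. Parasite transcripts were read from these 3 libraries and set against the 3 swimming and 3 adherent cultures. The authors deposited log2 CPM values for 8297 transcripts in the 9 samples, normalized together. Recovered reads came to 98476 in hindgut replicate 1, 599029 in replicate 2 and 367795 in replicate 3, against 14029302 to 18748885 per swimming library (median 17316398) and 14311545 to 21545392 per adherent library (median 19661850). At these depths 1 read stood for 9.53, 1.45 and 2.55 CPM in hindgut replicates 1, 2 and 3, and the median transcript had 4.94, 35.8 and 19.9 reads. In replicate 1, 75.5% of transcripts had fewer than 10 reads, so small differences in hindgut parasites were not detectable transcript by transcript. The 3 groups were fitted together with limma, and transcripts were called at the thresholds used for the cultures. This fit gives each transcript 1 residual variance over all groups, so its standard error is the same in all 3 comparisons. Hindgut libraries varied more, with a median SD of 0.386 against 0.0899 in swimming and 0.0731 in adherent cells. For transcripts of such spread, standard errors come out too small in the hindgut comparisons and too large between the cultured forms.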

We first mapped our sequenced reads to *C*. *fasciculata* Cf-C1 strain transcripts (obtained from TriTrypDB) using the Kallisto program [37]. Although we were able to map greater than 10^7^ reads for the cultured cell samples, this represented only ~30% of our total reads. This is likely due to incomplete transcript models given that ~80% of our reads align to the genomic DNA of the reference strain. Despite robust infection, the hindgut samples are dominated by mosquito transcripts with less than 1% of reads mapping to the *C*. *fasciculata* transcriptome (Fig 5A). In contrast, with more than 3 x10^7^ reads, the same sample had a mapping success rate of greater than 80% to *Ae*. *aegypti* transcripts, similar to the uninfected hindgut samples (S2 Fig). 

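Of the reads assigned to either organism in infected hindguts, parasite transcripts took 0.227% in replicate 1 (95% Wilson interval 0.225 to 0.228%), 1.19% in replicate 2 (1.185 to 1.191%) and 0.994% in replicate 3 (0.991 to 0.998%). Mosquito transcripts took the rest. The intervals cover counting error only, and reads assigned to neither organism were not analysed here, so the shares are not shares of all sequenced reads.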

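Mosquito genes held 36620088 to 49810955 counts in the infected libraries (median 43323603) and 30934954 to 41654573 in the uninfected libraries (median 41647605). The ranges of both groups overlapped. The share of all sequenced reads that was assigned was not analysed here.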

Based on the number of *C*. *fasciculata* mapped reads, we conclude that replicate two had the highest infection levels, followed by replicate three and replicate one (Fig 5A). 

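Hindgut replicate 2 had the most parasite reads, replicate 3 was next and replicate 1 had the fewest, also as a share of the reads assigned to either organism. Transcripts at 0 TPM numbered 419 of 9619 in replicate 2, 521 in replicate 3 and 1219 in replicate 1. The shares were apart by more than their intervals. Each library was sequenced once, so this spread cannot be set against a repeat of the same hindguts.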

Because of the small number of mapped *C*. *fasciculata* reads in the mosquito samples, our initial analyses dealt only with cultured cells.

**Fig 5:**
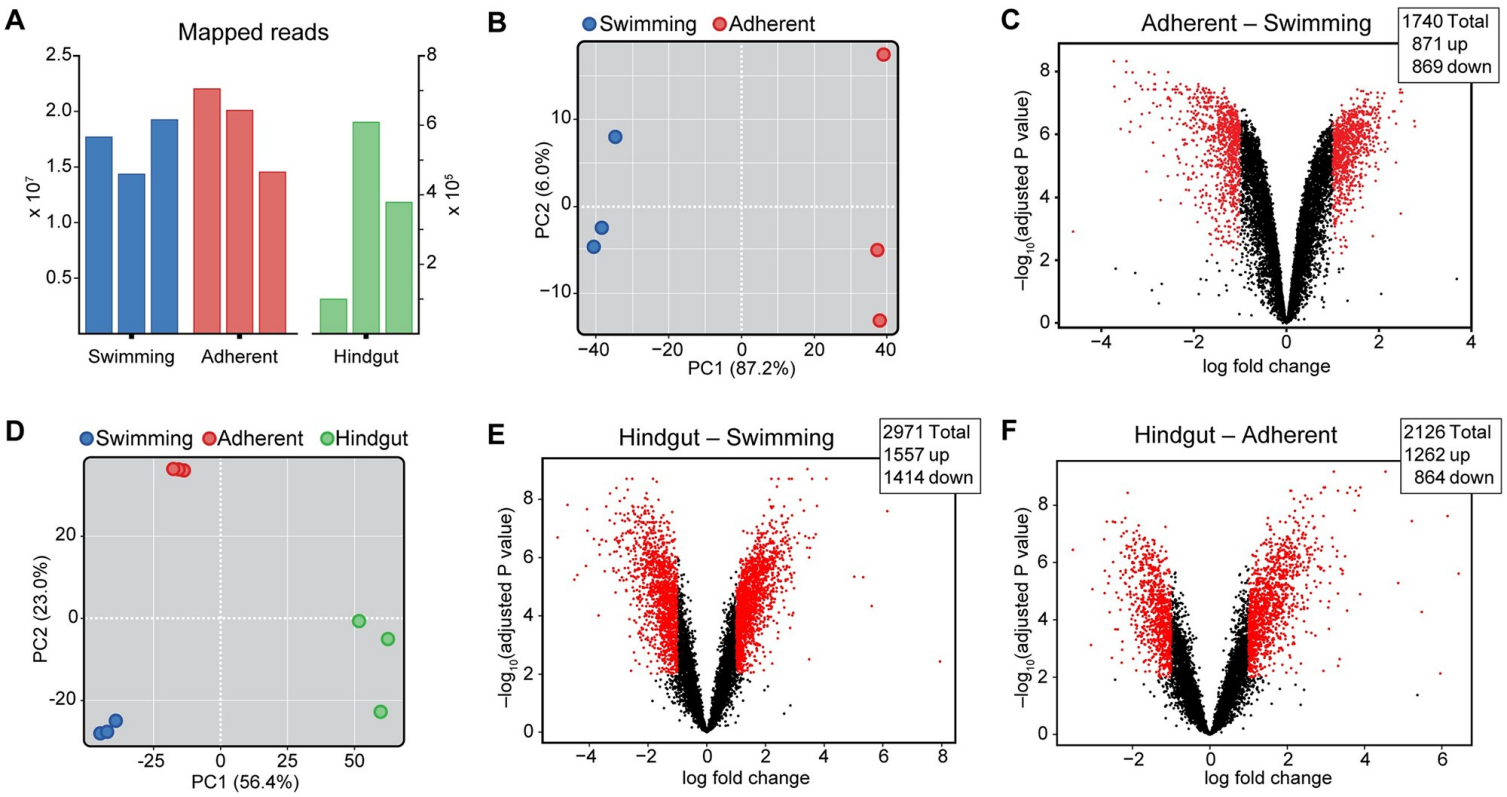
RNAseq analysis of swimming and adherent *C*. *fasciculata*. (A) The number of reads mapped to the *C*. *fasciculata* genome from cultured swimming, cultured adherent (left Y-axis), and infected mosquito hindgut samples (right Y-axis). Very few reads mapped in our mosquito samples, but subsampling indicates that our results are reproducible and not the result of differences in read depth. (B) Analysis of adherent and swimming *C*. *fasciculata* generated *in vitro*. Principle component analysis (PCA) shows a clear separation between cultured swimming and cultured adherent sequenced samples in PC1, indicating that adherence accounts for most of the variability between these samples. (C) Volcano plot showing transcript abundance in swimming vs. adherent cells (positive value indicates transcript is up in adherent cells). Dots shown in red represent transcripts with a log_2_ fold change ≥1 and an adjusted P value p<0.01. Numbers of differentially regulated genes are shown in the graph inset. (D) PCA of all samples including *C*. *fasciculata* reads from infected mosquito hindguts. (E) Volcano plot showing abundance of *C*. *fasciculata* transcripts in mosquito hindgut samples versus cultured swimming or (F) cultured adherent samples. Positive value indicates transcript is up in hindgut samples. Red dots represent transcripts with a log_2_ fold change ≥1 and an adjusted P value p<0.01. Numbers of differentially regulated genes are shown in graph insets.

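With all 9 libraries thinned to the parasite reads of hindgut replicate 1, 285 transcripts were higher in hindgut parasites than in swimming cells and 472 lower, where full depth gave 1300 and 1458. These counts depend on the prior count of 0.25 reads added before the log, and a prior count 9 times as large, which had been used first, gave 502 and 593. The paper's check by subsampling used another depth, and the paper reports that most of its differential genes were found again. Counts from libraries cut to 98476 reads do not test that check. The ATG8 gene CFAC1_100008700, the amastin gene CFAC1_120012200 and the gp63 gene CFAC1_040012000 kept their calls in the thinned libraries. Glucose transporter 3, CFAC1_170024800, lost its call except with the larger prior count, with a log2 fold change of -2.01 at full depth. Hindgut-sized libraries drawn from the swimming profile, with no transcript changed, gave 0 higher calls in each of 20 simulations with limma. They were given the spread of swimming cells (median SD 0.0899) and were fitted against swimming cells alone. So that 0 does not cover the wider spread of the real hindgut libraries. With the spread of each transcript and 200 transcripts changed, limma on 9 samples gave 23 false calls.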

Principal component analysis (PCA) of the two cultured samples showed a clear separation between swimming and adherent cells along PC1, which accounted for 87.2% of the variation between samples (Fig 5B). 

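The 3 adherent cultures and the 3 swimming cultures lay apart on the first component of their 9323 transcripts. Adherent cultures had a mean score of 38.1 (SD 0.853, n = 3) and swimming cultures one of -38.1 (SD 3.00, n = 3). This component held 87.2% of the variance and the second 6.00%. Every adherent score lay above every swimming score. That separation is the most extreme order that 3 samples against 3 can take, and chance alone gives it in 10% of orders.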

We then compared adherent to swimming samples to identify differentially regulated transcripts. We found 1740 transcripts that were differentially regulated by at least 2-fold, of which 871 were upregulated in adherent cells relative to swimming cells, while 869 were downregulated (Fig 5C; S1 and S2 Tables). 

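In adherent cells 874 transcripts rose and 860 fell, of 9323 tested. The largest increase with a product description was in CFAC1_300013200, an ankyrin repeat protein, from 5.00 ± 0.356 CPM (SD, n = 3) in swimming cells to 34.6 ± 3.84 CPM (SD, n = 3) in adherent cells, a log2 fold change of 2.79 (standard error 0.11). CFAC1_190014000, an RNA binding protein, rose by 2.73 on the log2 scale and CFAC1_060021100, a phosphatase of the 2C family, by 2.48. Among the largest decreases were CFAC1_190022700, a lipid-binding protein of the CRAL/TRIO family, from 315 ± 10.2 CPM (SD, n = 3) to 23.7 ± 0.971 CPM (SD, n = 3), and CFAC1_100009700, an ATG8 family protein of autophagy, from 925 ± 157 CPM to 77.8 ± 22.7 CPM (SD, n = 3 each). Their log2 fold changes were -3.74 (standard error 0.05) and -3.60 (standard error 0.21). CFAC1_170019500, an AMP-binding enzyme, had a log2 fold change of -3.47, and CFAC1_300050800, a 3-hydroxyisobutyryl-CoA hydrolase of valine breakdown, one of -3.15. Mannitol dehydrogenase CFAC1_190017300 showed the lowest value of all, -5.22 (standard error 1.38), but from 22 to 35 reads per swimming library and 0 to 11 per adherent library, and its call was lost when any swimming replicate, or adherent replicate 1 or 3, was left out. The adjusted p from limma was 1.46e-07 for CFAC1_300013200 and 4.14e-09 for CFAC1_190022700. All 1734 called transcripts had adherent values that did not overlap the swimming values, as did 78.2% of all transcripts, against 10% by chance. On TPM with 1 added, which does not rescale the libraries, the median of all transcripts was 0.41 higher in adherent cells, and 1732 transcripts passed as higher and 266 as lower.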

We verified 3 of the most strongly up- and down-regulated single-copy genes by qRT-PCR in an independent set of samples (S3 Fig).

We found much greater variability in our mosquito samples than those derived from cultured parasites. This is likely because the three replicates of infected mosquito hindguts were derived from separate generations of mosquitoes and separate cultures of *C*. *fasciculata*. 

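Transcripts varied more between hindgut libraries than between cultures. The median SD of log2 CPM over 8297 transcripts was 0.386 in hindgut parasites, 0.0899 in swimming cells and 0.0731 in adherent cells (n = 3 each). Among 447 transcripts with a mean of at least 100 hindgut reads it was 0.247, 0.0860 and 0.0749. Correlations between replicates, taken across transcripts, were 0.819 to 0.919 in the hindgut, 0.990 to 0.995 in swimming cells and 0.987 to 0.995 in adherent cells. Transcripts are not independent replicates, so no p was taken over them.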

Because we obtained fewer *C*. *fasciculata* reads from these samples, we applied more stringent filtering conditions to eliminate low expression transcripts. Transcripts were eliminated if the cpm was <1 in three of the cultured samples or any of the mosquito samples. 

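The filter took out 1031 of the 9323 transcripts tested in the cultures. Of the cultured transcripts, 1016 were at 0 TPM in at least 1 hindgut library, and 79 in all 3. Among those removed were 100 of the 874 transcripts that rose in adherent cells and 194 of the 860 that fell, such as the fatty acid elongase CFAC1_110016300. Receptor-type adenylate cyclases went from 9 to 5 and paraflagellar rod genes from 50 to 46. In the nine-sample table no transcript was under 1 CPM in any hindgut library.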

PCA of all nine samples under these conditions showed that, while cultured *C*. *fasciculata* of either form differed from parasites in the hindgut, PC1, which accounts for 56.4% of the variation between the samples, suggests the hindgut-adhered cells are more closely related to the adherent form (Fig 5D). 

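On the first component the swimming cultures had a mean score of -42.2 (SD 2.89, n = 3), the adherent cultures -15.7 (SD 1.95, n = 3) and the hindgut parasites 57.9 (SD 5.59, n = 3). It held 56.4% of the variance over 8297 transcripts. The second component held 23.0% and set adherent cells (36.2) apart from swimming cells (-26.8) and hindgut parasites (-9.41). Over all transcripts, group means differed by a root mean square log2 difference of 0.757 between both cultured forms, 0.955 between adherent cells and hindgut parasites and 1.12 between swimming cells and hindgut parasites. With each gene scaled to unit variance the first component held 47.1%. From the order of the groups on the first component, the paper proposes that hindgut-adhered cells are closer to the adherent form.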

Consistent with cultured/not-cultured being a major determinant for variability, we also found a higher number of differentially expressed genes when *C*. *fasciculata* samples from the mosquito hindgut were compared to either cultured swimming (Fig 5E) or cultured adherent parasites (Fig 5F), than when the cultured samples were compared to each other.

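Against adherent cells, 1047 transcripts rose in hindgut parasites and 902 fell, of 8297 tested. The ATG8 gene CFAC1_100008700 had a log2 fold change of 6.21 (standard error 0.40). CFAC1_120012200, an amastin, a surface glycoprotein of trypanosomatids, went from 18.8 ± 0.501 CPM in adherent cells to 471 ± 128 CPM in hindgut parasites (SD, n = 3 each). Tryparedoxin 3, CFAC1_270045800, part of the thiol redox system, rose by 3.74 on the log2 scale, histone H2A CFAC1_130015500 by 3.70 and D-xylulose reductase CFAC1_280013700 by 3.65. Glycerol-3-phosphate dehydrogenase CFAC1_040012500 fell most, with -3.54 (standard error 0.25), followed by the RNA-binding protein CFAC1_210032900 with -3.03 (standard error 0.48). Trypanothione reductase CFAC1_020010000, which keeps the thiol trypanothione reduced, went from 821 ± 26.3 to 139 ± 19.5 CPM. In the same limma fit 1158 transcripts differed between the cultured forms, 2758 between hindgut parasites and swimming cells and 1949 between hindgut parasites and adherent cells. On TPM with 1 added, the median of all transcripts was -0.56 for hindgut parasites against adherent cells, and 389 were higher and 2267 lower. Thinned libraries gave 242 higher and 300 lower, and CFAC1_210032900 lost its call there.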

For our analysis of adherence *in vitro*, we clustered differentially regulated genes according to expression across our cultured cell replicates (Fig 6A) and identified two main groups, those upregulated in swimming cells relative to adherent cells (Group 1), and those upregulated in adherent cells relative to swimming cells (Group 2). We then examined these clusters by gene ontology (GO) analysis, limiting our enrichment analysis to a subset of GO Slim terms. The group of transcripts upregulated in swimming cells was enriched for genes with predicted roles in signal transduction, small molecule processes, and protein modification (Fig 6B). A closer look at the signal transduction and small molecule categories revealed a number of genes implicated in cyclic AMP signaling, including nine predicted receptor-type adenylate cyclase genes, an oxygen-sensing adenylate cyclase, and three cyclic nucleotide phosphodiesterases. In addition, this group included three phosphoinositide phospholipases. 

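Of 9 receptor-type adenylate cyclases, which make cyclic AMP at the cell surface, 8 fell in adherent cells, none rose and 1 did not pass. CFAC1_090006800 went from 451 ± 5.75 CPM in swimming cells to 92.4 ± 5.51 CPM in adherent cells (SD, n = 3 each), a log2 fold change of -2.29 (standard error 0.05). Its neighbours in the numbering, CFAC1_090006700, CFAC1_090006600 and CFAC1_090006500, had log2 fold changes of -2.17, -2.14 and -1.91. The cyclase that did not pass, CFAC1_280034800, had -1.54 (standard error 0.47) at an adjusted p of 0.0148 from limma, and it passed when adherent replicate 3 was left out. An oxygen-sensing cyclase, CFAC1_300006600, fell by 1.80 on the log2 scale, and CFAC1_060009400, with a globin and a cyclase description, had -1.06. All 4 cyclic nucleotide phosphodiesterases, which break cyclic AMP down, also fell: CFAC1_240048400 with -1.30 (standard error 0.06), CFAC1_200032200 with -1.11, CFAC1_240048300 with -1.10 and CFAC1_140020300 with -1.02. CFAC1_060009400 lost its call without swimming replicate 3 or adherent replicate 1, CFAC1_140020300 without swimming or adherent replicate 1, and all 4 phosphodiesterases on TPM. Adjusted over the list alone, 8 receptor-type cyclases and 4 phosphodiesterases passed, which is not independent evidence because the study chose both lists on these samples.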

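The 3 phosphoinositide phospholipases, enzymes that release inositol phosphate and diacylglycerol from membrane lipid, all fell in adherent cells. CFAC1_240025500 had a log2 fold change of -1.74 (standard error 0.04), CFAC1_270005900 of -1.47 and CFAC1_240025900 of -1.23. The adjusted p of CFAC1_240025500 from limma was 3.70e-08, and 3 of 3 passed when adjusted over the list alone, a list that the study drew from these samples. On TPM with 1 added, CFAC1_270005900 and CFAC1_240025900 no longer passed.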

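Among 92 transcripts described as kinases of any kind, 58 fell in adherent cells, 16 rose and 18 did not pass. Of the 61 described as protein kinases, 39 fell, 10 rose and 12 did not pass. CFAC1_090010100, a protein kinase, had a log2 fold change of -2.40 (standard error 0.06) and CFAC1_030022100, a casein kinase I, of -1.94 (standard error 0.07). In the other direction CFAC1_300011200 rose by 1.62 on the log2 scale. The counts adjusted over the list alone were the same, and are not independent evidence, since the descriptions came from transcripts that the study had called.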

Of the 40 genes with the GO Slim term for protein modification, 36 are kinases. Intriguingly, the predicted repressor of differentiation kinases 1 and 2, which are involved in developmental transitions in *T*. *brucei*, are both in this list [53].

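Repressor of differentiation kinase 1, CFAC1_190014900, fell in adherent cells with a log2 fold change of -1.27 (standard error 0.24), and kinase 2, CFAC1_270065800, with one of -1.28 (standard error 0.10) in 3 cultures per form. Both passed limma, at adjusted p of 0.00117 and 5.66e-06. In hindgut parasites both were again lower than in swimming cells, with log2 fold changes of -1.67 (standard error 0.35) for kinase 1 and -1.67 (standard error 0.22) for kinase 2. Kinase 1 lost its call in hindgut parasites when any 1 of the swimming replicates was left out, and both kinases lost theirs between the cultured forms on TPM with 1 added.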

**Fig 6:**
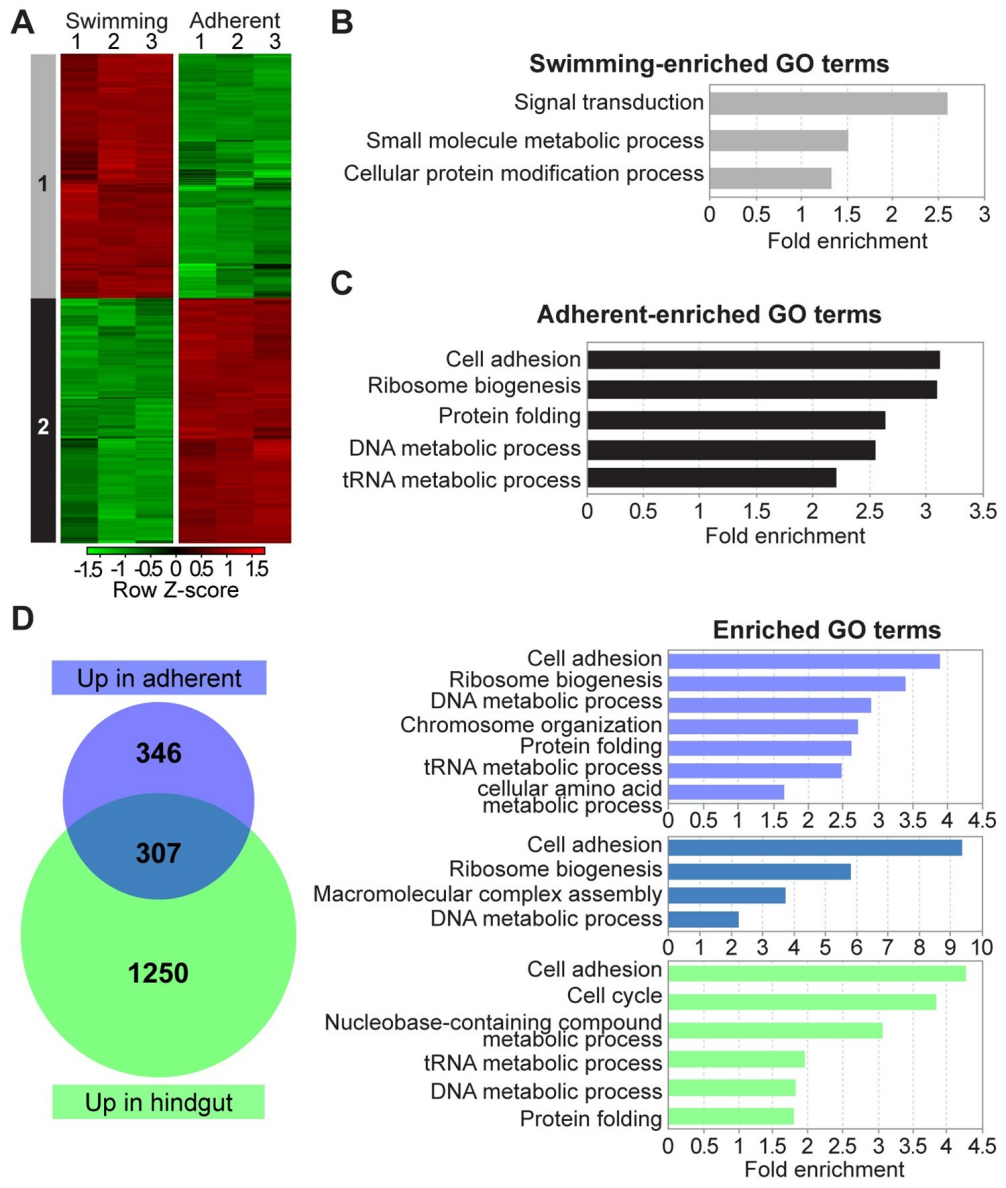
Differentially expressed genes in cultured swimming and cultured adherent *C*. *fasciculata*. (A) Heat-map showing gene expression levels of genes differentially expressed by at least two-fold with an adjusted P value p<0.01 across three replicates of swimming cells and three replicates of adherent cells. Replicate number is shown at the top of the heat map. Each row represents a gene, and rows were clustered according to their expression pattern. Group 1 genes are upregulated in swimming cells relative to adherent cells. Group 2 genes are downregulated in swimming cells relative to adherent cells. Red, upregulated; green, downregulated. (B)(C) Gene ontology (GO) enrichment analysis (using GO Slim terms) of genes in groups shown in A was performed on TriTrypDB. p<0.05. (D) Analysis of differentially expressed genes in all nine samples (three replicates each of swimming, adherent, and infected hindguts). Venn diagram showing the degree of overlap in transcripts upregulated in cultured adherent parasites and hindgut-adherent parasites (both relative to cultured swimming cells). GO Slim terms enriched in each group (p<0.05) are shown in color-coded graphs on the right.

We then performed a similar GO analysis on genes that are upregulated in adherent relative to swimming cells. 

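Of 31 transcripts described as ribosome biogenesis or rRNA processing, 30 rose in adherent cells and none fell. The exosome subunit RRP41, CFAC1_280032800, had a log2 fold change of 2.00 (standard error 0.08) and nucleolar protein 12, CFAC1_290029400, of 1.99 (standard error 0.09). In the list of tRNA synthesis and modification, 17 of 23 rose and none fell. Arginyl-tRNA synthetase CFAC1_230037000 went from 137 ± 13.8 to 573 ± 15.4 CPM (SD, n = 3 each), and tyrosyl-tRNA synthetase CFAC1_110027400 rose by 1.66 on the log2 scale. Among 42 chaperones and other folding proteins 20 rose, 6 fell and 16 did not pass. Cyclophilin 40, CFAC1_300099000, had 1.99 (standard error 0.07) and the TCP1 eta chaperonin subunit CFAC1_300089100 1.92 (standard error 0.09), while the heat shock protein HSP83, CFAC1_280011900, had -1.33 (standard error 0.06), a call that was lost on TPM. All of these calls are from limma, and the counts were the same when adjusted over the list alone, which is not independent evidence for lists drawn from descriptions of called transcripts. Enrichment of GO Slim terms was not analysed here.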

There were five GO Slim categories that were significantly enriched: cell adhesion, tRNA metabolism, ribosome biogenesis, protein folding, and DNA metabolism. 

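Of the 18 genes for gp63, a surface metalloprotease also called leishmanolysin, 5 with neighbouring identifiers rose in adherent cells. CFAC1_040011700 went from 223 ± 9.67 CPM in swimming cells to 703 ± 12.3 CPM in adherent cells (SD, n = 3 each), a log2 fold change of 1.66 (standard error 0.05). CFAC1_040011500 went from 113 ± 1.57 to 257 ± 3.78 CPM. The other members, CFAC1_040011900, CFAC1_040012000 and CFAC1_040011600, rose by 1.61, 1.40 and 1.09 on the log2 scale. Their adjusted p values from limma were all under 0.01, and 5.47e-08 for CFAC1_040011700. A reference genome was not among the files, so positions were not checked, and reads shared between near-identical copies leave the value of each single gene uncertain.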

All five of the cell adhesion genes are annotated as *gp63*/leishmanolysin and are located in the same region of chromosome 4. The GP63 proteins have been implicated in cell adhesion in *Leishmania* species [14, 54] as well as other kinetoplastids [13, 15, 16, 55], and will be discussed in more detail in a later section.

Since the PCA of all nine samples across three conditions indicated that the transcriptome of adherent cultured cells rather than that of swimming cells more closely resembles cells adhered to the mosquito hindgut, we compared the list of genes upregulated in each adherent cell type (cultured and in the hindgut) relative to cultured swimming cells (Fig 6D). 1557 transcripts were found to be upregulated in hindgut-adhered compared to cultured swimming cells (S3 Table). 

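In hindgut parasites 1300 transcripts rose and 1458 fell against swimming cells. ATG8 gene CFAC1_100008700 went from 1.84 ± 0.754 CPM in swimming cells to 132 ± 47.0 CPM in hindgut parasites (SD, n = 3 each), a log2 fold change of 6.18 (standard error 0.40). CFAC1_070014700, a leucine-rich repeat protein, went from 47.5 ± 4.76 to 835 ± 171 CPM. Another ATG8 gene, CFAC1_100009200, rose by 3.70, amastin CFAC1_120012200 by 3.66 and the nucleotidase CFAC1_270052300 by 3.47 on the log2 scale. ATG8 gene CFAC1_100009700 fell, with -4.28 (standard error 0.24). Glyceraldehyde-3-phosphate dehydrogenase CFAC1_250034900, an enzyme of glycolysis, went from 236 ± 12.8 to 23.4 ± 12.1 CPM, and glycerol-3-phosphate dehydrogenase CFAC1_040012500 had a log2 fold change of -3.57 (standard error 0.25). CFAC1_130019900, with a globin and oxidoreductase description, had the lowest value among described transcripts, -4.44 (standard error 0.55), from 3 reads in each hindgut library. Argininosuccinate synthase CFAC1_150010100 had the highest, 8.17 (standard error 2.03), from 4 to 27 hindgut reads, and lost its call when any 1 of the hindgut replicates was left out, and without swimming replicate 1 or 3 or adherent replicate 2. The adjusted p from limma was 3.54e-06 for CFAC1_100008700 and 0.00650 for CFAC1_150010100. Called transcripts did not overlap between the groups, as 65.6% of all transcripts did not, against 10% by chance.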

Enriched GO terms for this group include cell adhesion, cell cycle, nucleotide metabolism, tRNA metabolism, DNA metabolism, and protein folding. In this analysis, which used a filter to remove genes that did not have data in all three hindgut samples, 653 transcripts were upregulated in cultured adherent cells relative to swimming cells. Of these, approximately half (307) were also upregulated in hindgut-adhered cells (S4 Table). This includes the five *gp63* genes as well as genes with GO Slim terms for adhesion, DNA metabolism, macromolecular complex assembly, and ribosome biogenesis. In contrast, of the 773 genes upregulated in swimming cells, only 196 were also upregulated in hindgut-adhered cells (relative to cultured adherent cells), and for this group no GO Slim terms were significantly enriched.

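Within the nine-sample fit, 535 transcripts rose and 623 fell in cultured adherent cells. All 535 and 549 of the 623 were also called in the fit of the 6 cultures. The 5 gp63 genes with neighbouring identifiers rose here as well, with log2 fold changes from 1.00 for CFAC1_040011600 to 1.57 for CFAC1_040011700. Of DNA replication 20 of 29 measured transcripts rose and of ribosome biogenesis 24 of 31. Fitted without the hindgut libraries, the same values gave 653 higher and 777 lower. Leaving out single replicates gave 375 to 632 higher, and thinned libraries gave 82 higher and 125 lower.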

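Of the 535 transcripts higher in adherent than in swimming cells, 247 (46.2%) were also higher in hindgut parasites than in swimming cells. All 5 gp63 genes from CFAC1_040011500 to CFAC1_040012000 that rose in adherent cells were among them, as were 9 transcripts of ribosome biogenesis and 7 of DNA replication. Lists of these sizes drawn at random would share 83.8. Both comparisons use the same swimming libraries. Unchanged groups simulated against those libraries shared 0 calls, but without true changes few calls can arise to be shared. That 0 therefore does not show how far the common libraries raise the overlap. Fold changes correlated across transcripts with r = 0.54, where the simulated unchanged groups gave 0.18. Only 2 transcripts had opposite calls, and 357 were lower in both. Without swimming replicate 2, 160 were shared, and thinned libraries shared 29.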

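Against swimming cells, CFAC1_040012000 and CFAC1_040011600 had the highest log2 fold changes of the 5 shared gp63 genes in hindgut parasites, 2.47 and 2.39. Of 31 ribosome biogenesis transcripts 9 rose in both forms, of 29 DNA replication transcripts 7, of 42 folding proteins 6, of 23 in tRNA synthesis and modification 5 and of 31 in the cell cycle 2. The exosome subunit RRP41, CFAC1_280032800, had a log2 fold change of 2.17 (standard error 0.23) in hindgut parasites against swimming cells by limma. RRP41 lost that call in thinned libraries.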

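Of 623 transcripts higher in swimming than in adherent cells, 163 (26.2%) were also higher in hindgut parasites than in adherent cells. The amastins CFAC1_120012700 and CFAC1_280046300 were among them, with log2 fold changes of 1.85 and 1.18 between hindgut parasites and adherent cells. Of the described amastins 9 of 17 fell from swimming to adherent cells by limma. From adherent cells to hindgut parasites 10 of 16 rose, though amastins lower only in hindgut parasites could not be among those counted. Random lists of these sizes would share 78.6 transcripts. Unchanged groups simulated against the same adherent libraries shared 0, but such groups give few calls to share. That 0 does not gauge the effect of the common libraries. Across transcripts r was 0.165 with a covariance of 0.119, where unchanged groups gave an r of 0.183 with a covariance of 0.00766, and 54 transcripts had opposite calls. Thinned libraries shared 29.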

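The 18 gp63 genes ranged from -3.39 for CFAC1_150013400 to 2.47 for CFAC1_040012000 in log2 fold change between hindgut parasites and swimming cells, with 10 higher, 3 lower and 5 that did not pass. As a set they were higher by camera (adjusted p = 0.00454, but adjusted p = 0.429 with an estimated correlation). Against adherent cells 10 were higher and 2 lower (adjusted p = 0.000258, or adjusted p = 0.352 with an estimated correlation). CFAC1_140005700 and CFAC1_260005400, the latter with 1.46 (standard error 0.12), were higher against adherent cells only, but not on TPM with 1 added. Between the cultured forms the nine-sample fit called 5 higher and 3 lower. Adjusted over the list alone the counts against swimming cells were the same, not independent evidence because the study picked the list after seeing members change.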

Since we found a number of predicted *gp63* genes in our lists of differentially regulated transcripts, we examined the expression pattern of all 18 predicted *gp63* and *gp63*-like genes in the *C*. *fasciculata* genome across our nine samples. As mentioned above, in addition to the five *gp63* genes that are upregulated in both cultured adherent and mosquito-stage *C*. *fasciculata* (Fig 7, yellow box), five more *gp63* genes were significantly upregulated in mosquito-stage parasites that were not identified as differentially regulated in adherent cultured cells (Fig 7). 

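In hindgut parasites 5 gp63 genes rose against swimming cells, without a call in adherent cells. These were CFAC1_200036800 with a log2 fold change of 1.77 (standard error 0.18), CFAC1_270047200 with 1.42 (standard error 0.11), CFAC1_270047300 with 1.25 (standard error 0.16), CFAC1_140029100 with 1.16 (standard error 0.15) and CFAC1_240049700 with 1.11 (standard error 0.15). All passed limma at an adjusted p under 0.01 (n = 3 libraries per group). CFAC1_240049700 lost its call without swimming replicate 1, and CFAC1_140029100 in thinned libraries. All 5 also passed directly against adherent cells, where CFAC1_200036800 had 2.05 (standard error 0.18), CFAC1_140029100 2.05 (standard error 0.15), CFAC1_270047200 1.37 (standard error 0.11), CFAC1_270047300 1.31 (standard error 0.16) and CFAC1_240049700 1.08 (standard error 0.15). Of these calls, the last 3 were lost on TPM and against a log2 fold change of 1 with treat, CFAC1_240049700 also without hindgut replicate 1, and CFAC1_200036800 in thinned libraries. Against swimming cells, treat called 0 of the 5.

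**Figure D1:**
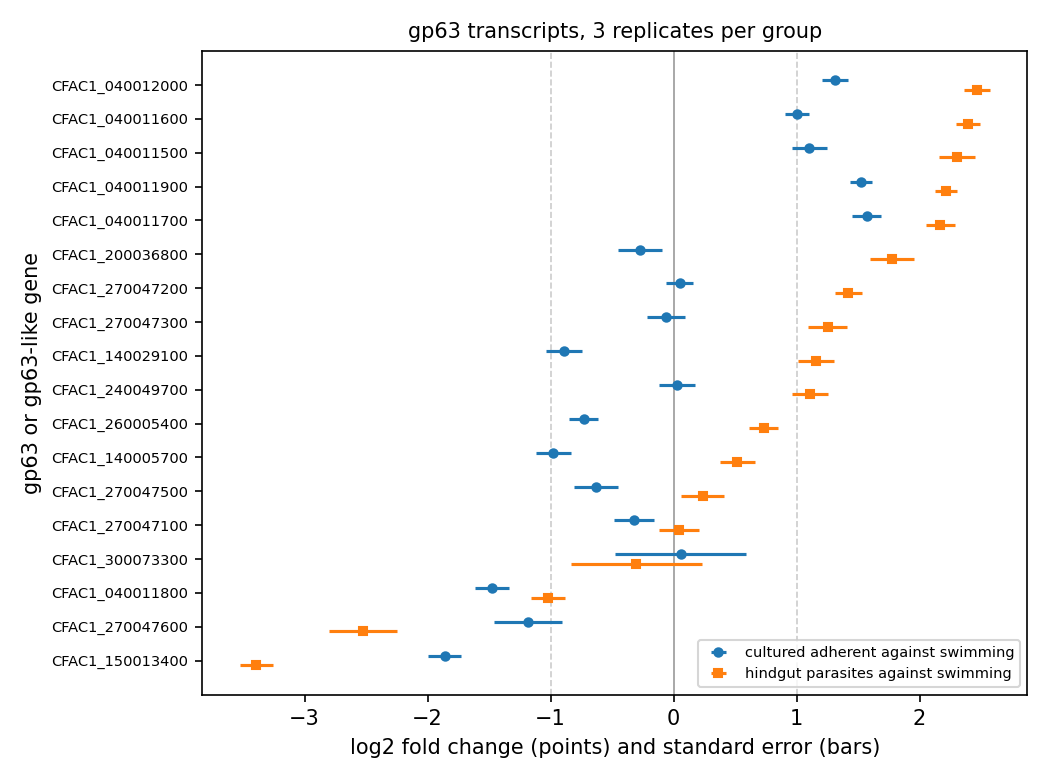
Log2 fold change of each of the 18 gp63 genes in adherent cells and in hindgut parasites, both against swimming cells, from the nine-sample fit. Points are fitted values and bars their standard errors, which rest on 1 variance per transcript over all 9 libraries. Hindgut parasites run from -3.39 to 2.47.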

Interestingly, three *gp63* genes were significantly upregulated in swimming *C*. *fasciculata* relative to cultured adherent cells. Two of these were also significantly higher in swimming cells relative to hindgut-adhered cells. To confirm these patterns of regulation, we analyzed seven *gp63* genes by qRT-PCR in independent samples from cultured adherent and swimming *C*. *fasciculata* (S4 Fig). 

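The gp63 gene CFAC1_150013400 went from 530 ± 41.0 CPM in swimming cells to 155 ± 5.34 CPM in adherent cells (SD, n = 3 each). Also lower were CFAC1_040011800 with a log2 fold change of -1.39 (standard error 0.08) and CFAC1_270047600 with -1.10 (standard error 0.08). Their adjusted p values from limma were 1.07e-07, 1.02e-06 and 3.31e-06. On TPM with 1 added CFAC1_040011800 and CFAC1_270047600 no longer passed.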

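All 3 gp63 genes were lower in hindgut parasites than in swimming cells. CFAC1_150013400 had a log2 fold change of -3.39 (standard error 0.14), CFAC1_270047600 of -2.52 (standard error 0.28) and CFAC1_040011800 of -1.02 (standard error 0.14) over 3 libraries per group. Adjusted p from limma was 5.69e-07, 5.41e-05 and 0.000195. The call of CFAC1_040011800 was lost without swimming replicate 2 or hindgut replicate 1, with RLE in place of TMM and in thinned libraries. CFAC1_270047600 also lost its call in thinned libraries.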

As expected, three of these genes were upregulated in swimming cells and three were upregulated in adherent cells. In addition, we found that the hindgut-specific *gp63* was also upregulated in our cultured adherent cells. These data confirm the differential regulation of a subset of *gp63* genes identified by RNAseq and indicate that members of this family may be important in the different developmental forms of *C*. *fasciculata*.

**Fig 7:**
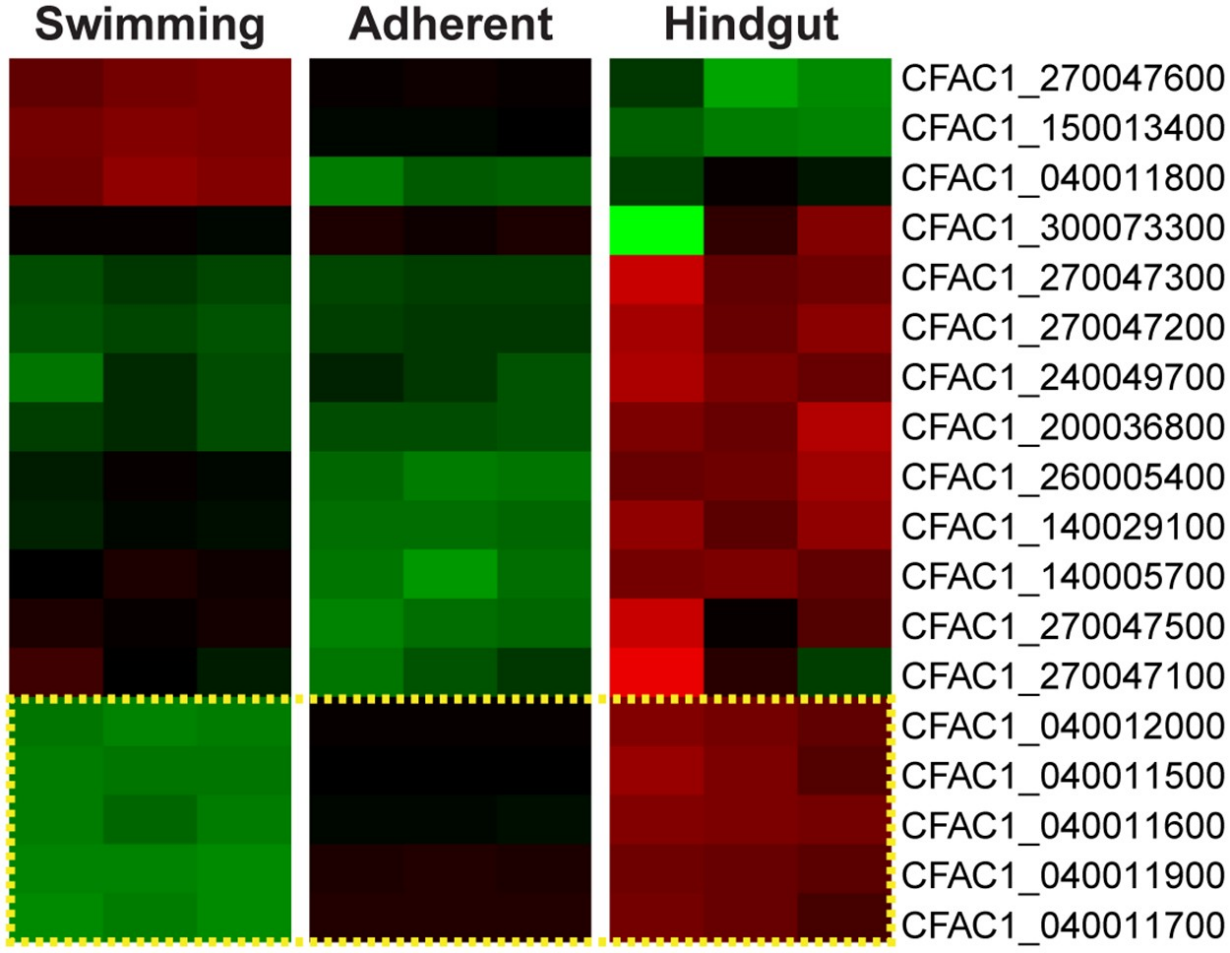
*gp63* genes are differentially expressed in adherent versus swimming *C*. *fasciculata*. Heat map showing gene expression patterns of predicted *gp63* genes in the *C*. *fasciculata* Cf-C1 genome across our different samples. The five genes outlined by the yellow box were significantly enriched in our cultured adherent samples by at least two-fold with an adjusted P value p<0.01.

### Pathway analysis

To further functionally analyze differentially regulated genes in adherent and swimming cells, we performed Gene Set Enrichment Analysis (GSEA) [45, 46]. Our analysis was focused primarily on predicted metabolic pathways. Of the 134 KEGG pathways available from TriTrypDB, 94 had greater than 14 member genes present in the dataset and were included in our analysis, while 40 were rejected based on this criterion (S5 Table). We also included a gene list of all predicted GP63s. Finally, given that several transcripts of genes with a putative function in the paraflagellar rod were upregulated in swimming cells, we also included a set of genes encoding predicted *Crithidia* paraflagellar rod (PFR) proteins [56]. GSEA analysis revealed 13 gene lists enriched in adherent form and 10 for swimming forms (Table 1). 

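Among gene sets with at least 15 measured members, 16 were higher in adherent cells and 21 lower by limma's camera, which compares a set with all other genes. Selenocompound metabolism was among the higher sets, with 17 of 52 members up and 1 down (adjusted p = 4.14e-06 with a preset correlation of 0.01). Porphyrin metabolism had 20 of 85 members up and 4 down (limma's camera, adjusted p = 0.00144). Among the lower sets, starch and sucrose metabolism had 14 of 41 members down and none up (limma's camera, adjusted p = 9.95e-05), and valine, leucine and isoleucine degradation 15 of 34 down and 1 up (adjusted p = 0.00144). These 4 sets had adjusted p = 0.540, 0.692, 0.398 and 0.492 with an estimated correlation, under which no set passed in either direction. By GSEA with genes permuted, 13 of 96 sets were higher in adherent cells and 10 in swimming cells at an FDR under 0.05. The rotation test fry, which asks if the members of a set move 1 way on balance, passed 29 sets as higher and 61 as lower.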

Interestingly, of all 96 gene sets, putative paraflagellar rod genes had the strongest enrichment score of all the sets analyzed with 54% (25 out of 46) of the members enriched in swimming cells with a false discovery rate less than 0.001 (Fig 8). This is consistent with the observation that swimming cells possess a prominent flagellum and are highly motile. 

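Of 50 putative paraflagellar rod genes measured in the cultures, 24 fell in adherent cells, none rose and 26 did not pass, with a median log2 fold change of -0.94. The rod is a lattice that runs along the axoneme of the flagellum. Its set had camera's adjusted p = 1.72e-06, and adjusted p = 0.456 with an estimated correlation. In GSEA, 25 of 46 members (54.3%) contributed to the score. The 4 receptor-type adenylate cyclases CFAC1_090006800, CFAC1_090006700, CFAC1_090006600 and CFAC1_090006500 had the lowest values in the list, down to -2.29. Adjusted over the list alone, 24 fell, which is not independent evidence because the study added the list after seeing members change in these samples.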

The strong enrichment of paraflagellar rod transcripts in swimming cells indicates that differences in gene regulation likely reflect functional differences between different cell types and suggests that GSEA is a robust tool for analyzing our data and generating new hypotheses. The *gp63* gene set was not significantly enriched in either form. This was expected given that, within this family, different genes were enriched in both swimming and adherent forms (see Fig 7).

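As a group, the 18 gp63 genes did not pass in camera between adherent and swimming cells (adjusted p = 0.842, or adjusted p = 0.943 with an estimated correlation). Of these genes 5 rose, 3 fell and 10 did not pass, and the median log2 fold change was -0.08. On TPM with 1 added it was 0.33, where the median of all transcripts was 0.41. CFAC1_040011700 had the highest value and CFAC1_150013400 the lowest, -1.77. The rotation test fry gave the set as higher in adherent cells, at an adjusted p of 0.00943.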

**Table 1:** Gene sets enriched in adherent and swimming form *C*. *fasciculata*.

**Enriched in adherent**				
*NAME*	*KEGG*	*Size*	*NES*	*FDR*
Seleno compound metabolism	ec00450	51	2.057	0.000
Biosynthesis of ansamycins	ec01051	55	1.914	0.003
Flavonoid biosynthesis	ec00941	55	1.910	0.002
Aminoacyl-tRNA biosynthesis	ec00970	31	1.910	0.002
Porphyrin and chlorophyll metabolism	ec00860	80	1.903	0.002
Biosynthesis of 12-14-and16-membered macrolides	ec00522	56	1.902	0.001
Polycyclic aromatic hydrocarbon degradation	ec00624	55	1.809	0.006
Stilbenoid diaryl heptanoid and gingerol biosynthesis	ec00945	58	1.804	0.005
Anthocyanin biosynthesis	ec00942	71	1.736	0.012
Ubiquinone and other terpenoid-quinone biosynthesis	ec00130	79	1.727	0.012
Histidine metabolism	ec00340	68	1.717	0.012
Insect hormone biosynthesis	ec00981	87	1.669	0.019
Cysteine and methionine metabolism	ec00270	96	1.580	0.037
**Enriched in swimmers**				
*NAME*	*KEGG*	*Size*	*NES*	*FDR*
Putative paraflagellar rod proteins	NA	46	-2.230	0.001
Valine leucine and isoleucine degradation	ec00280	33	-2.090	0.001
Fatty acid degradation	ec00071	36	-2.080	0.001
Caprolactam degradation	ec00930	15	-1.950	0.003
Starch and sucrose metabolism	ec00500	28	-1.920	0.004
Oxidative phosphorylation	ec00190	55	-1.840	0.01
Fatty acid elongation	ec00062	20	-1.820	0.012
Glycerolipid metabolism	ec00561	39	-1.760	0.02
Propanoate metabolism	ec00640	50	-1.720	0.026
Biosynthesis of unsaturated fatty acids	ec01040	22	-1.710	0.028

The pathway or gene set name, KEGG pathway ID (where applicable), number of genes (Size), GSEA Normalized Enrichment Score (NES), and False Discovery Rate q-value (FDR) are provided. We considered FDR < 0.05 as enriched. Positive and negative NES scores indicate gene set enrichment in adherent or swimming form cells, respectively.

**Fig 8:**
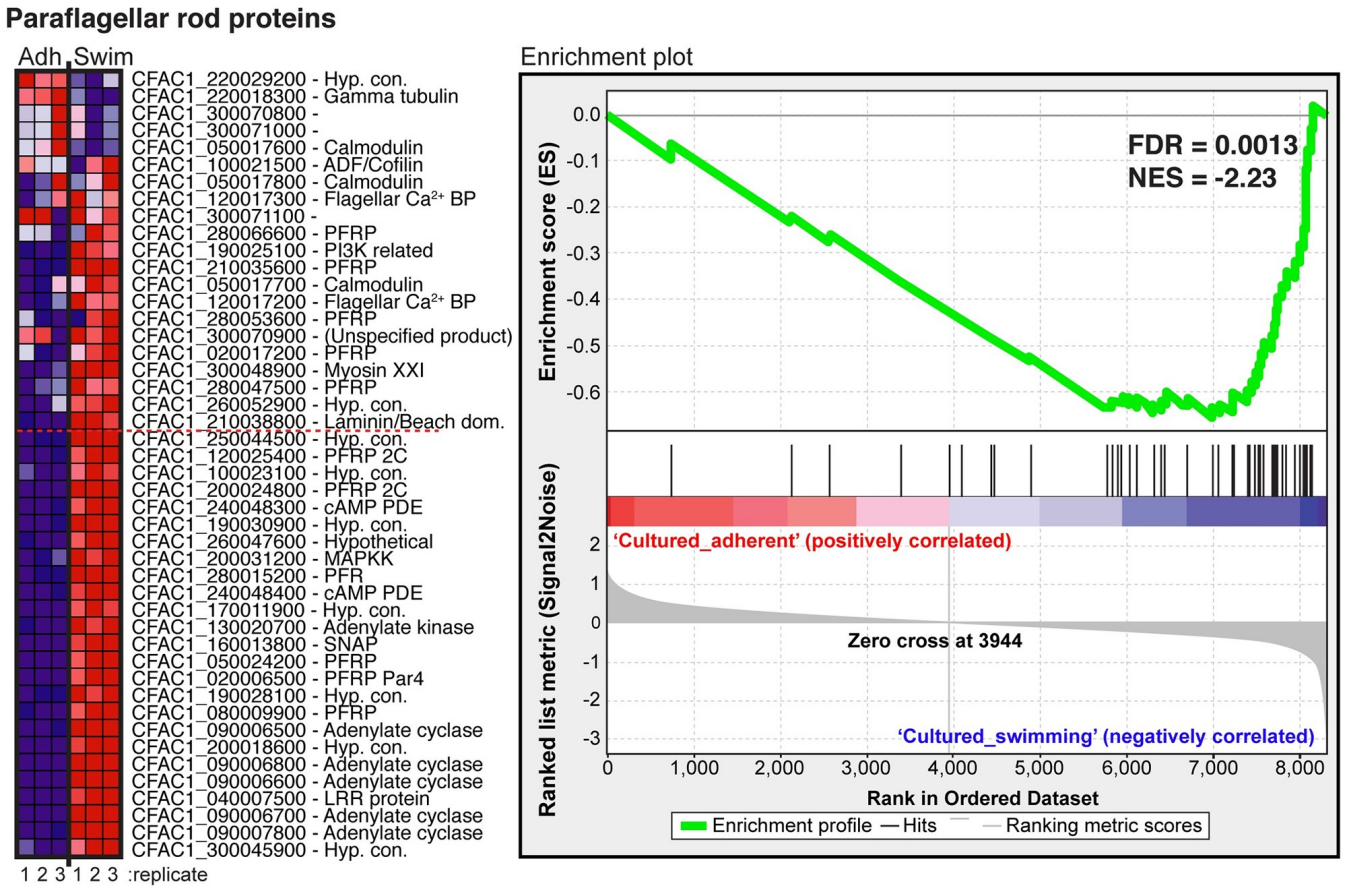
GSEA of putative paraflagellar rod proteins. The left panel shows a heat map of enrichment in adherent (Adh) or swimming (Swim) forms for the three individual replicates (bottom of image). Gene identifiers and TriTrypDB gene name are shown. Red color indicates transcript enrichment in swimming form and blue indicates enrichment in adherent form. The 25 genes below the red dashed line (GSEA software threshold) are considered as significantly contributing to the enrichment of the set. The right panel shows the enrichment plot generated by the GSEA software with the Normalized Enrichment Score (NES) and False Discovery Rate (FDR) indicated for this gene set. A negative NES indicates enrichment in swimmers. The gray shaded area shows a rank order of the genes based on their enrichment in adherent (left, red) or swimming forms (right, blue). The black vertical lines indicate the position of the 46 members of the set within the rank order. The density of lines on the right indicates the strong enrichment of genes in swimming form. The green line indicates the enrichment profile generated by the software.

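Of 21 transcripts described as fatty acid metabolism 18 fell in adherent cells, 2 rose and 1 did not pass. A fatty acid elongase, CFAC1_110016300, had a log2 fold change of -2.84 (standard error 0.08), and an acetyl-CoA acetyltransferase of fatty acid breakdown, CFAC1_290062200, of -2.86 (standard error 0.09). The KEGG set of fatty acid elongation had 9 of 21 members down and 1 up (adjusted p = 0.000413 by camera, adjusted p = 0.398 with an estimated correlation), and that of degradation 11 of 38 down and none up (adjusted p = 0.00153, or adjusted p = 0.492 with an estimated correlation). Of 59 members of oxidative phosphorylation 3 fell, 1 rose and 55 did not pass, and the set had adjusted p = 0.000704 by camera and adjusted p = 0.517 with an estimated correlation. The 3 were cytochrome oxidase subunits CFAC1_130027000 with -1.06 (standard error 0.08) and CFAC1_220020300 with -1.01 (standard error 0.06), and an NADH-ubiquinone oxidoreductase subunit, CFAC1_140024600, with -1.03 (standard error 0.05). All 3 lost their calls on TPM with 1 added, where the median of all transcripts was 0.41. The median of the oxidative phosphorylation set was 0.00 there and that of fatty acid degradation 0.11, both below the median of all transcripts. Cytochrome oxidase subunit CFAC1_130027000 also lost its call without swimming replicate 1, and CFAC1_220020300 without swimming or adherent replicate 1.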

Besides PFR genes, gene sets for fatty acid metabolism and oxidative phosphorylation were also upregulated in swimming cells (Table 1). In adherent cells, a gene set of aminoacyl-tRNA synthetases was enriched, including 18 predicted synthetases (all except those for alanine and tryptophan) (S5 Fig). 

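In the aminoacyl-tRNA set, whose enzymes charge tRNAs for translation, 7 of 31 members rose in adherent cells, none fell and 24 did not pass. Glutaminyl-tRNA synthetase CFAC1_240047800 had a log2 fold change of 1.26 (standard error 0.06) and aspartyl-tRNA synthetase CFAC1_260023100 of 1.23 (standard error 0.07) over 3 cultures per form. The set as a whole was higher by camera (adjusted p = 3.65e-05), though not when the correlation between genes was estimated (adjusted p = 0.664 with an estimated correlation). In GSEA, 23 of 31 members contributed to the score.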

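The 12 gene sets higher in adherent cells by GSEA, apart from aminoacyl-tRNA biosynthesis, drew on 72 contributing genes, of which 24 contributed to all 12. Of these 24, 16 rose in adherent cells by limma. They include an adenine methyltransferase, CFAC1_090010500, with a log2 fold change of 1.97 (standard error 0.06), an rRNA adenine dimethylase, CFAC1_260020100, with 1.97 (standard error 0.12), an arginine methyltransferase, CFAC1_010018100, with 1.94 (standard error 0.12), and rRNA-processing protein 8, CFAC1_180010700, with 1.92 (standard error 0.12). The sets share these genes, so their scores are not independent of each other.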

The remaining adherent-enriched gene sets consisted mainly of the same core group of 24 genes, many of which have predicted roles in rRNA and tRNA metabolism. Outside of this core group, some genes specific to individual gene sets were also enriched, including seven genes with predicted roles in insect hormone biosynthesis and seven with predicted roles in cysteine/methionine metabolism (S5 Table).

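The insect hormone set had 7 contributing genes that were in no other set higher in adherent cells, and 6 of them rose by limma. The highest was CFAC1_290046300, with a log2 fold change of 2.00, and CFAC1_210029600, CFAC1_290046100 and CFAC1_190010700 had 1.64, 1.58 and 1.56. The cysteine and methionine set also had 7 contributing genes of its own, and 3 rose: CFAC1_080009100 by 2.34, CFAC1_030014700 by 1.53 and CFAC1_280071300 by 1.21 on the log2 scale. Over all measured members, 23 of 93 in the insect hormone set rose and 8 fell (adjusted p = 0.0174 by camera, adjusted p = 0.692 with an estimated correlation). In the cysteine and methionine set 22 of 100 rose and 7 fell (adjusted p = 0.0274, or adjusted p = 0.670 with an estimated correlation).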

### Mosquito cell signaling and immune genes respond to infection by *C*. *fasciculata*

Since the mosquitoes exposed to *C*. *fasciculata* were robustly infected, we asked whether there was a transcriptional response in the affected tissue, the hindgut. To do this we mapped our reads from uninfected and infected mosquitoes onto the *Ae*. *aegypti* transcriptome (S2 Fig) and assayed for infection-induced changes in gene expression. 

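Hindguts of uninfected and infected female mosquitoes were sequenced in 3 replicates each, and each replicate was a separate generation of mosquitoes and a separate parasite culture. The authors deposited estimated counts for 19712 genes, made with Kallisto and summed over the transcripts of a gene, and log2 CPM values corrected for the replicate with ComBat. Uninfected libraries held 30934954 to 41654573 counts and infected libraries 36620088 to 49810955. Counts were rounded to whole numbers and normalized by TMM, and the 10633 genes with at least 1 CPM in 3 or more of the 6 libraries were kept. Infection was tested with edgeR's quasi-likelihood test with the replicate as a term of the model, because libraries of the same replicate resembled each other. Genes were called at an adjusted p under 0.05 and a log2 fold change above 0.59 or below -0.59, as in the paper. Positive log2 fold changes stand for higher levels in infected hindguts. Product descriptions were at hand only for 195 genes in the tables of the paper.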

Our PCA analysis revealed that the individual replicates were a significant source of variability comprising the first two principle components, PC1 and PC2, and accounting for approximately 88% of the differences (Fig 9A). 

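Without batch correction, the first component of 10633 mosquito genes held 76.2% of the variance and the second 9.75%, together 85.9%. Uninfected and infected hindguts of a replicate lay side by side on the first component, at -104 and -130 for replicate 1, 93.1 and 82.6 for replicate 2, and 29.7 and 29.3 for replicate 3. With each gene set against its mean in its infection group, libraries of the same number correlated across genes with r = 0.863, 0.857 and 0.482, and libraries of different numbers with -0.819 to 0.344. Genes are not independent replicates, and 3 pairs allow no test of these correlations.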

Principle component 3 accounted for about 5% of the variation and was due to differences in infection levels between replicates. Therefore, most of the variation likely arises from the fact that separate generations of mosquitoes and independent cultures of *C*. *fasciculata* were used for each replicate. 

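On the third component infected hindguts had a mean score of -19.7 (SD 22.7, n = 3) and uninfected hindguts 19.7 (SD 11.9, n = 3). The component held 6.16% of the variance. The infected hindgut scored below the uninfected one in each of 3 replicate pairs, with -6.12 and 11.5 in replicate 1, -7.09 and 14.4 in replicate 2 and -46.0 and 33.3 in replicate 3. The relation of the scores to infection levels was not tested over the 3 infected replicates.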

To account for these differences, we re-analyzed the samples using a batch correction method that is better suited to identify consistent differences between infected and uninfected hindguts in each replicate. Indeed, using batch correction, infection now determines PC1 and accounts for 47% of the variation between samples (Fig 9A). This analysis revealed 280 differentially regulated genes, 197 of which were upregulated in infected tissues and 83 of which were downregulated (Fig 9B and S6 and S7 Tables).

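In the deposited ComBat values the first component held 46.9% of the variance, with infected hindguts at a mean score of 19.9 (SD 11.6, n = 3) and uninfected hindguts at -19.9 (SD 12.3, n = 3). The second and the third held 28.5% and 23.7%. ComBat run anew on the 10633 tested genes gave a first component of 43.4% that did not part the groups, with means of 1.41 (SD 31.0) and -1.41 (SD 31.4). That component still followed the replicates. Uninfected and infected hindguts scored 28.8 and 31.2 in replicate 1, -33.9 and -30.7 in replicate 2 and 0.878 and 3.67 in replicate 3. The new run thus left replicate differences that the first component of the deposited values does not show. In the new run infection lay on the second component, 24.8% of the variance, at -17.0 (SD 11.3) for infected and 17.0 (SD 11.1) for uninfected hindguts.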

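Genes that the paper lists as upregulated or downregulated, where measured above the filter, had levels in the listed direction. None of them passed in edgeR with the replicate term. Of the 197 listed as upregulated, 160 were measured above the filter, and all 160 had a higher level in infected hindguts, with a median log2 fold change of 0.94. Of the 83 listed as downregulated 60 were measured, and all 60 were lower, with a median of -0.94. Both lists were chosen on these samples and are not independent evidence. The defensin gene DEFA, AAEL003841, had the highest log2 fold change among the listed immune genes, 3.89 (standard error 0.97). With edgeR and the replicate term, 0 genes passed as higher and 0 as lower of 10633, the lowest adjusted p being 0.60, and 756 had an unadjusted p under 0.05 where 532 would by chance. ComBat followed by limma without that term gave 199 higher and 64 lower, the deposited ComBat values treated the same way 198 and 85, and DESeq2 with the replicate term 77 and 15. The paper describes its RNAseq as evidence that the hindgut responds to the parasites at the level of transcripts.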

**Fig 9:**
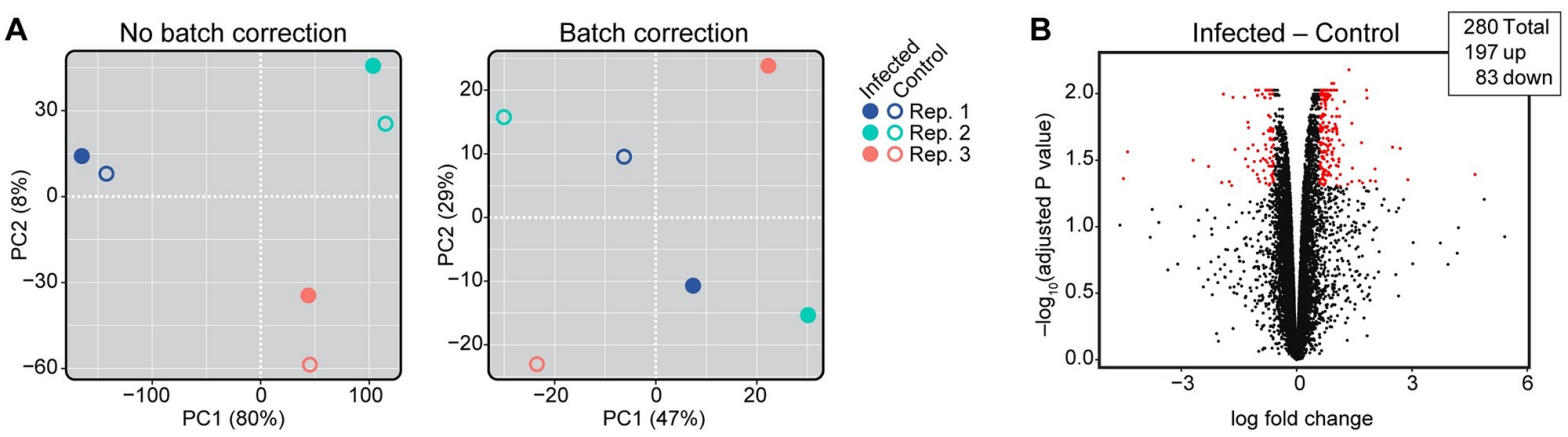
Differentially regulated genes in *C*. *fasciculata*-infected *Ae*. *aegypti* hindguts. (A) PCA analysis shows that before batch correction (left) the most significant source of variation is experimental replicate (Rep; different colors). Applying batch correction (right) separates control, uninfected (open circles) from infected samples (solid circles) along PC1, which now accounts for 47% of the variation between samples. (B) Volcano plot showing changes in gene expression in infected hindguts compared to uninfected hindguts. A positive value indicates an *Ae*. *aegypti* transcript that is upregulated in infected hindguts. Red dots indicate transcripts that are significantly differentially expressed. Numbers of differentially expressed genes with a log_2_ fold change of at least 0.59 and adjusted P value < 0.05 are shown in the inset.

Within the set of differentially regulated genes are 12 immune proteins. 

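Of the 12 immune genes, 5 had a higher level in infected hindguts and 7 a lower one in all 3 replicate pairs. Above the filter 9 were measured, 5 higher and 4 lower. All 9 had an unadjusted p under 0.05 in edgeR and none passed over all genes, where the lowest adjusted p was 0.60. Without replicate 2 the same test called 4 genes higher and 2 lower over all genes, with immune genes among the higher ones. All 9 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. With DESeq2 and the replicate term, 2 of the 12 passed as higher and 0 as lower. On the deposited ComBat values limma without a replicate term called 5 higher and 7 lower, and with that term 0 and 0.

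**Figure D2:**
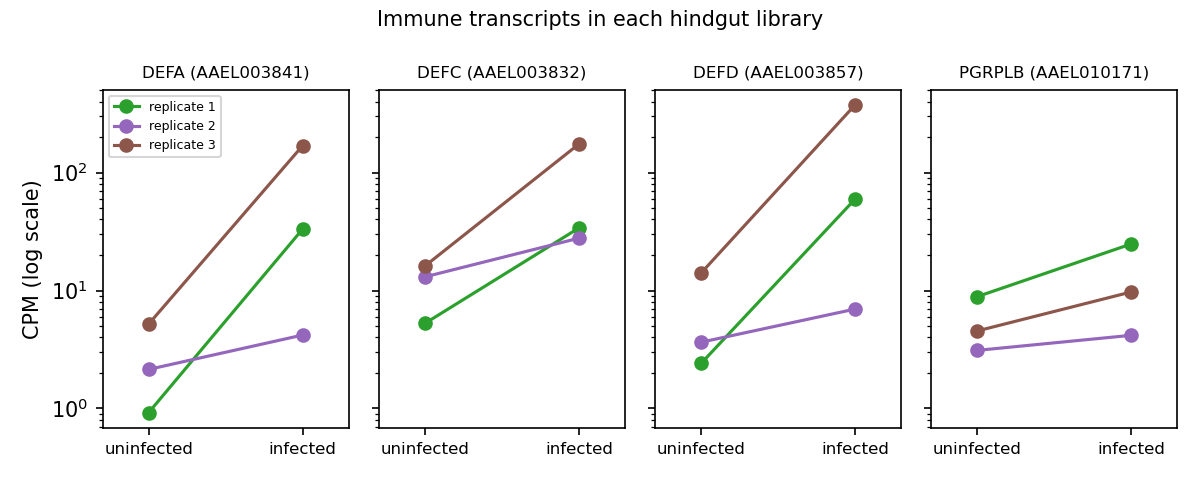
CPM, on a log axis, of the defensins DEFA, DEFC and DEFD and of the peptidoglycan recognition protein PGRPLB in uninfected and infected hindguts. Each line joins both libraries of a replicate, and all 3 lines go up for each gene.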

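Levels of defensins, antimicrobial peptides of the humoral immune response, were higher in every infected hindgut than in its uninfected pair. DEFA, AAEL003841, had 2.76 ± 2.20 CPM in uninfected and 68.9 ± 88.1 CPM in infected hindguts (SD, n = 3 each). It went from 0.924 to 33.2 CPM in replicate 1 and from 5.204 to 169 CPM in replicate 3, but from 2.14 to 4.19 CPM in replicate 2, which had the most parasite reads. DEFC, AAEL003832, had 11.5 ± 5.60 and 78.7 ± 83.0 CPM, and DEFD, AAEL003857, a log2 fold change of 3.59 (standard error 0.88). DEFC had a log2 fold change of 2.42 (standard error 0.47). Adjusted p from edgeR with the replicate term was 0.614 for DEFA, 0.60 for DEFC and 0.614 for DEFD. From DESeq2 it was 0.0438, 4.06e-06 and 0.0508.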

Of the 5 upregulated, three are antimicrobial peptides (AMPs), DEFA, DEFC, and DEFD. The other two upregulated genes are the Peptidoglycan recognition protein PGRPLB and a C-type lectin. 

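The peptidoglycan recognition protein PGRPLB, AAEL010171, which binds bacterial cell wall, had a log2 fold change of 1.02 (standard error 0.26) and the C-type lectin AAEL014357 of 0.93 (standard error 0.24). Each was higher in all 3 pairs. Neither passed in edgeR, at adjusted p of 0.614 and 0.614.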

Interestingly, 7 additional immune genes were downregulated including 4 putative pattern recognition molecules LRIM10B, LRIM7, CTL20, and CTLMA12. 

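LRIM10B, AAEL001402, and LRIM7, AAEL001417, leucine-rich repeat immune proteins, had log2 fold changes of -0.81 (standard error 0.24) and -0.84 (standard error 0.25) in infected hindguts. CTLMA12, AAEL011455, a C-type lectin, had -0.86 (standard error 0.27). None of them passed in edgeR (adjusted p = 0.664, 0.662 and 0.669), and each was lower in all 3 pairs. CTL20, AAEL011407, another C-type lectin, was below the CPM filter and had -0.75 without it.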

Three other putative immune genes were downregulated in *C*. *fasciculata*-infected hindguts. 

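A gene with a Reeler domain, AAEL020990, had 57.2, 1.07 and 3.33 CPM in uninfected replicates 1, 2 and 3. Its infected replicate 1 had 0.0377 CPM, from 2 counts, and infected replicates 2 and 3 had 0. These values are scaled by TMM. Before that scaling uninfected replicate 2 was under 1 CPM, so the gene was below the filter. Without the filter its log2 fold change in edgeR was -10.36, at an adjusted p of 0.00218. The uninfected counts behind it were 2847, 40 and 91, and with infected counts near 0 the size of the fold change depends on the count added before the logarithm.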

The most significantly downregulated gene is a Reeler domain-containing protein with a putative role in the extracellular space and which has been shown in silkworm larvae to play a role in nodule formation and melanization during bacterial infection [57]. 

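The CLIP-domain serine protease AAEL015430, of a family that starts immune cascades, had a log2 fold change of -0.82 (standard error 0.30) in infected hindguts, lower in all 3 pairs, at an adjusted p of 0.679 from edgeR. The Spätzle-like gene SPZ5, AAEL001929, whose relatives are ligands of Toll receptors, had 28.5, 0.375 and 0.330 CPM in uninfected replicates 1, 2 and 3. It had 8.91, 0.173 and 0.151 CPM in the infected replicates, and was below the CPM filter of the test.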

The final two downregulated immune genes are a CLIP domain serine protease and a member of the Spätzle family. In addition to immune signaling, Spätzle proteins may also function in development and differentiation. One possibility is that *C*. *fasciculata* infection causes increased enterocyte cell death, requiring differentiation of intestinal stem cells in order to replace them. In support of this, genes with a predicted function in cell signaling are abundant in the list of differentially regulated genes. Of the 34 putative signaling genes, 31 are upregulated including those with predicted functions in Ecdysone, Insulin, Wnt, Hippo, and MAPK pathways.

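Of the 34 signaling genes, 31 had a higher level in infected hindguts in all 3 pairs and 3 a lower one. Hairless, AAEL008617, a corepressor of Notch signaling, had a log2 fold change of 1.26 (standard error 0.17), the ecdysone receptor, AAEL019431, of 1.03 (standard error 0.17), the insulin receptor, AAEL002317, of 0.88 (standard error 0.20) and the kinase Akt1, AAEL008823, of 1.07 (standard error 0.23). Tankyrase, AAEL003391, a Wnt regulator, had 0.88, Kibra, AAEL007268, of the Hippo pathway, 1.29 and the kinase ERK, AAEL013939, 0.95. An insulin-like peptide, AAEL003000, was lower, with -0.94 (standard error 0.25). Above the filter 32 genes were measured. Each had an unadjusted p under 0.05 in edgeR with the replicate term and 0 passed over all genes. The 29 that were higher had a median log2 fold change of 1.01. The 32 all passed when adjusted over the list alone, not independent evidence because the study chose the list on these samples. DESeq2 called 17 higher and 0 lower. On the deposited ComBat values limma called 31 and 3 without the replicate term, and 0 and 0 with it.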

## Discussion

Pathogenic kinetoplastid parasites are responsible for significant human disease burden worldwide. Although they have diverse life cycles, almost all kinetoplastids share similarities at both the morphological and genomic levels. One of the core features shared by these parasites is the ability to adhere to tissues in their insect hosts. This property is also found in non-pathogenic species such as *C*. *fasciculata*. We are exploring the possibility that *C*. *fasciculata*, which adopts an adherent form both *in vitro* and *in vivo*, is a viable model for studying the process of kinetoplastid adhesion. We have shown that the transformation from swimming to adherent cells results in substantial changes in gene expression, most likely at the level of transcript stability since kinetoplastids as a group have very little transcriptional regulation [58, 59]. The number of genes differentially regulated, even in cultured cells where both forms have the same nutritional environment, supports the idea that adherent cells are indeed a distinct developmental stage.

Our current understanding of attachment is that it is initiated via the flagellum or flagellar pocket region, as has been shown for other kinetoplastids [3, 49, 60–63]. This attachment presumably signals a developmental program that leads to dramatic shortening of the flagellum, formation of the adhesive structure, and accompanying changes in gene expression. The adhered cell can then replicate as the adherent form, producing a cell cluster called a rosette.

The ability of *C*. *fasciculata* to adhere to artificial substrates suggests that adherence may not require a specific receptor-ligand interaction. In other kinetoplastids, carbohydrates have been shown to play a role in adhesion. Lipophosphoglycan (LPG), the major surface glycoconjugate of *Leishmania* promastigotes, has been shown to mediate parasite adhesion to the sandfly midgut via an insect galectin [3, 54]. Adherence of *T*. *cruzi* to the midgut of *R*. *prolixus* can be blocked by incubation with carbohydrates or with lectins [64], and a similar effect was observed in the interaction between *T*. *rangeli* and *R*. *prolixus* salivary glands [65]. In *C*. *fasciculata*, it has been shown that a subpopulation of stationary phase cells fails to agglutinate in the presence of peanut lectin, an indication of changes in the composition of surface carbohydrates [66]. In *L*. *major* and *L*. *infantum*, this change is a marker for differentiation to the infectious metacyclic stage [67, 68]. Therefore, the finding that a small number of stationary phase *C*. *fasciculata* cells fails to agglutinate with peanut lectin could mean that this subpopulation is primed for differentiation, and that changes in surface carbohydrates are part of this transition [66].

Following the initial stages of kinetoplastid attachment, a distinct adhesive structure forms that is reminiscent of a hemidesmosome. Hemidesmosomes and desmosomes of higher eukaryotes are composed of intermediate filaments, the existence of which has never been conclusively shown in a unicellular eukaryote, although similar proteins have been identified in apicomplexans [69]. Intriguingly, bundles of filaments of unknown composition, but of a similar diameter to intermediate filaments, have been observed in *Phytomonas* and *C*. *fasciculata* [70, 71]. It is possible that these filaments are part of the kinetoplastid hemidesmosome and are composed of novel proteins with a structure similar to that of intermediate filaments. In addition, there is evidence that a protein or proteins of molecular weight ~70 kDa is involved in adherence of *T*. *congolense* to artificial substrates. A protein of similar size was identified as a putative component of novel filament structures in *C*. *fasciculata* [60, 70]. Of the 871 genes that are enriched in adherent cells, 28 have a predicted molecular weight between 68 and 72 kDa, including two predicted GP63s and 10 hypothetical conserved proteins. While these are candidates for future functional analysis, proteomic studies may also provide insights into the adhesive structures formed by these parasites.

Several predicted *gp63* transcripts were enriched in adherent cells both from culture and from the hindgut. GP63s, also known as Leishmanolysins, are GPI-anchored surface metalloproteases that are involved in host-parasite interactions and adhesion in other kinetoplastid species, particularly *Leishmania* (reviewed in [72, 73]). These proteins were initially described as mediating evasion of attack by vertebrate complement as well as attachment to and invasion of mammalian host cells by *Leishmania* parasites [72, 74, 75]. They were later proposed to mediate interactions between certain *Leishmania* species and their insect hosts [14]. GP63 proteins are found in all kinetoplastid species examined to date, including plant pathogens like *Phytomonas* [13] and monoxenous parasites of insects such as *C*. *fasciculata* [76]. The function of GP63 proteins in monoxenous parasite species, such as *C*. *deanei*, *C*. *guilhermei* and *Herpetomonas megaseliae*, has been investigated, and was consistent with a role in adhesion to insect tissues [16, 55]. In fact, it has been suggested that the ancestral role of GP63 proteins was to mediate adhesion of parasites to tissues in the insect, and that expansion of this protein family in the *Leishmania* lineage allowed interaction with mammalian macrophages [15, 55, 77]. The exact role of GP63s in adhesion is unclear. Since they are proteases, they could help to remodel substrates or tissues in order to facilitate adherence. GP63s may also play a nutritional role, allowing digestion of proteins for use by the parasites [78]. In addition to *gp63*s, 12 other predicted proteases or peptidases were enriched in adherent form *C*. *fasciculata*, two of which have predicted signal peptides and multiple transmembrane domains. 

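Of 46 proteases and peptidases other than gp63, 11 rose in adherent cells, 13 fell and 22 did not pass. An M24 metallopeptidase, CFAC1_130013100, had a log2 fold change of 1.65 (standard error 0.08) and an S54 serine peptidase, CFAC1_030018200, of 1.57 (standard error 0.09). Members that fell were CFAC1_050024000 with -2.35 (standard error 0.12), CFAC1_270037700 with -2.14 (standard error 0.13) and the calpain-type cysteine peptidase CFAC1_290030800 with -1.73 (standard error 0.06). With the gp63 genes that the study's lists of called transcripts hold, 16 of 59 rose and 16 fell. Calls are from limma. The counts adjusted over the list alone were equal and are not independent evidence, and signal peptides and transmembrane domains were not examined.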

In mosquito-stage parasites, 29 proteases/peptidases were upregulated, six of which were also upregulated in cultured adherent cells. These also may play a role in modifying the host tissue to facilitate growth in the mosquito hindgut.

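Of 45 proteases other than gp63 measured in the 9 samples, 22 rose in hindgut parasites against swimming cells, 7 fell and 16 did not pass. A carboxypeptidase, CFAC1_110007800, had a log2 fold change of 3.58 (standard error 0.27) and an M32 peptidase, CFAC1_110007600, of 3.45 (standard error 0.28). CFAC1_270060800 and CFAC1_280019200 rose by 2.79 and 2.73 on the log2 scale, while the calpain-type peptidase CFAC1_230047500 had -2.71 (standard error 0.18). Of the 22, 4 were also higher in adherent cells in the nine-sample fit, and 5 by the fit of the 6 cultures. With the gp63 genes that the study's lists of called transcripts hold, which leave out those that did not pass, 32 of 58 rose and 10 fell. Adjusted over the list alone, 22 rose and 10 fell in limma, not independent evidence for a list drawn from descriptions of called transcripts. Proteases lower only in hindgut parasites could not enter that list, so its counts lean towards rises. CFAC1_230047500 lost its call in thinned libraries.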

It is interesting that we found certain *gp63* transcripts enriched in adherent cells, while others were enriched in swimming cells. It is possible that different subsets of GP63 proteins are associated with different forms of the parasite, allowing survival in different environments. Consistent with this, some GP63 proteins are differentially expressed during the life cycle of *Leishmania* [79]. Alternatively, the different groups of GP63 proteins might mediate different phases of the adhesion process, whereby those that are abundant in swimming cells are involved in initial adhesion while those expressed later help form a more durable adhesive structure.

In addition to structural components, we also expect that signaling molecules will act to initiate and maintain the developmental program resulting in an adherent cell. Transcripts with predicted roles in the cAMP signaling pathway were upregulated in swimming nectomonads, implying that cAMP signaling could maintain cells in the swimming state. 

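Cyclic AMP genes were lower in hindgut parasites too when set against swimming cells. Of 5 receptor-type adenylate cyclases measured there 4 fell, an oxygen-sensing cyclase and CFAC1_060009400, with a globin and a cyclase description, fell, and so did all 4 phosphodiesterases. Both of the latter cyclases and phosphodiesterase CFAC1_140020300 lost these calls in thinned libraries. Oxygen-sensing cyclase CFAC1_300006600 had a log2 fold change of -2.88 (standard error 0.44) and phosphodiesterase CFAC1_200032200 of -2.77 (standard error 0.44) in limma over 3 libraries per group. Between hindgut parasites and adherent cells none of these transcripts passed. Oxygen-sensing cyclase CFAC1_300006600 and phosphodiesterase CFAC1_200032200 were among 4 that did pass there once hindgut replicate 1 was left out. Of 2 phospholipases measured, 1, CFAC1_240025500, fell from swimming cells to hindgut parasites with -2.20 (standard error 0.30). From the higher level of these transcripts in swimming cells, the paper proposes that cyclic AMP signaling could keep cells in the swimming state or, alternatively, register the first attachment.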

Alternatively, this pathway could be important for registering the initial attachment event that triggers differentiation to haptomonads. In this model, differentiation to the adherent form leads to a downregulation of cAMP pathway components. cAMP signaling, specifically in the flagellum, has been implicated in social motility in *T*. *brucei* [80, 81]. Social motility is the coordinated behavior of populations of parasites. It is induced by surfaces and can act in trans for communication between cells. While social motility has not yet been demonstrated in *C*. *fasciculata*, our findings raise the possibility that cAMP signaling may be important for insect-specific behaviors, including regulation of adhesion between parasites as well as adhesion of parasites to the insect tissue.

In swimming cells, several genes involved in mitochondrial oxidative phosphorylation are upregulated, perhaps due to the amount of ATP required for motility. This suggests that mitochondrial function may be developmentally regulated in *C*. *fasciculata* as it is in other parasites such as *T*. *brucei* [82]. 

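Oxidative phosphorylation was lower in hindgut parasites than in swimming cells, with 18 of 55 members down, none up and 37 that did not pass. The set had adjusted p = 1.56e-05 by camera and adjusted p = 0.0633 with an estimated correlation. Cytochrome oxidase subunit IV, CFAC1_010013900, had a log2 fold change of -1.75 (standard error 0.10) there and subunit VII, CFAC1_220020300, of -1.57 (standard error 0.08). Subunit VI, CFAC1_130027000, which fell in adherent cells, had -0.04 (standard error 0.11) in hindgut parasites. Of 59 members measured between the cultured forms, the member that rose in adherent cells, CFAC1_080022300, had 1.42 (standard error 0.29), a call lost without adherent replicate 2.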

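In hindgut parasites against swimming cells, 10 of 29 transcripts of DNA replication rose and 2 fell. Of tRNA synthesis and modification 11 of 23 rose and none fell, and of ribosome biogenesis 10 of 31 rose and 1 fell. Of these 7, 5 and 9 were also higher in adherent cells. DNA polymerase delta subunit 2, CFAC1_220023600, had a log2 fold change of 1.54 (standard error 0.11) and replication factor C subunit 2, CFAC1_260050500, of 1.19 (standard error 0.16) in hindgut parasites (limma, n = 3 libraries per group). The latter lost its call in thinned libraries. Adjusted over the list alone, 11, 11 and 10 rose, not independent evidence because the descriptions came from called transcripts. Transcripts lower only in hindgut parasites could not enter these lists, so the counts lean towards rises.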

In the list of genes enriched in both cultured adherent and hindgut-adhered cells, we also found a number of genes with predicted functions in nucleic acid metabolism. These include genes that may be involved in transcription, chromatin structure, and RNA stability, perhaps contributing to the dramatically different transcriptomic profile observed in adherent cells. 

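In the list of DNA replication, 24 of 30 transcripts rose in adherent cells, 2 fell and 4 did not pass. Of nuclear replication proteins, DNA polymerase delta subunit 2, CFAC1_220023600, had a log2 fold change of 1.91 (standard error 0.08) and the helicase subunit MCM3, CFAC1_210037800, of 1.87 (standard error 0.09). Mitochondrial members rose as well: DNA ligase CFAC1_290022400 with 1.80 (standard error 0.16) and DNA polymerase beta CFAC1_200013100 with 1.59 (standard error 0.10). The large subunit of ribonucleoside-diphosphate reductase, CFAC1_300015800, which makes deoxynucleotides, fell with -1.12, but not on TPM. Of 34 cell cycle and kinetochore transcripts 21 rose, 4 fell and 9 did not pass. A cdc2-related kinase, CFAC1_020012300, had 1.87 (standard error 0.07) and a mitotic cyclin, CFAC1_290009000, 1.74 (standard error 0.09). Each list gave the same counts in limma when adjusted over the list alone, not independent evidence because both rest on descriptions of called transcripts.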

Interestingly, genes for both nuclear and mitochondrial DNA replication were also upregulated in adherent cells, along with components of the translation machinery. Upregulation of these proteins may allow for rapid proliferation during colonization of the mosquito. Our measurement of cell doubling times supports a faster replication rate in haptomonads. It’s possible that *C*. *fasciculata* in the natural environment (swimming nectomonads) divide more slowly to conserve resources, awaiting uptake by the mosquito host. Nevertheless, since we also observe an increase in these transcripts in adherent cultured cells, we suspect that this phenomenon is part of the developmental program initiated by attachment rather than a response to nutrient availability.

While we found a large number of differentially regulated genes when we compared adherent to swimming *C*. *fasciculata* found in culture, we found even larger differences when either of these samples were compared to *C*. *fasciculata* transcripts detected in infected mosquitoes. These differences could reflect an adaptation by the parasites to the environment of the mosquito hindgut relative to the culture environment. However, the similarities we were able to observe between adherent cells in culture and parasites in the mosquito support the utility of the culture model for dissecting the essential nature of the adhesive structure itself as well as the signaling components involved in developmental transitions between the two stages. To address aspects of mosquito-specific *C*. *fasciculata* biology, the robustness of our infection model should facilitate functional analysis in the insect host.

Using dual RNAseq, we have also provided evidence that the mosquito hindgut responds transcriptionally to the presence of *C*. *fasciculata* parasites. Although this may not seem surprising due to the high level of infection seen in our dissected mosquitoes, it is an open question as to how insect vectors sense and respond to microbes that occupy the hindgut. In particular, most of the work on mosquito innate immunity has focused on reactions occurring in the hemolymph. Kinetoplastid parasites usually remain in the gut or the salivary glands of their insect hosts and therefore do not encounter the hemolymph. One possibility is that *C*. *fasciculata* compromises the integrity of the hindgut lining, allowing bacteria to interact with the epithelium, provoking an immune response leading to AMP upregulation as well as increased epithelial cell turnover. If this is indeed the case, it highlights the robust nature of the mosquito’s innate immune system and developmental plasticity since mosquito survival is not changed by *C*. *fasciculata* infection (S1 Fig). The presence of parasites in the hindgut also seems to reduce the abundance of certain immune genes, perhaps allowing immune tolerance and successful colonization. It will be interesting to determine how this immune modulation affects the mosquito’s ability to transmit other pathogens, such as *Plasmodium*, viruses, and filarial nematodes. Elucidating mosquito responses to *C*. *fasciculata* in the hindgut may shed light on how other vectors respond to the presence of kinetoplastids in the gut. Further, it is not known how the presence of these parasites impacts the mosquito microbiome, which could also affect immune responses as well as the mosquito’s capacity to transmit other pathogens. For example, it is intriguing to speculate that the Reeler domain protein, with a putative role in melanization, may be involved in protecting the hindgut from bacterial commensals and also interferes with *C*. *fasciculata* adherence. Thus, when this gene is downregulated during infection, *C*. *fasciculata* are better able to colonize the hindgut, but bacteria can also come into contact with the epithelium leading to activation of AMPs.

Antimicrobial peptides were also upregulated in another model for kinetoplastid-insect interaction, infection of *Drosophila* by *Herpetomonas muscarum* [83]. In this system, transcriptional activation of AMPs was mediated by NF-κB signaling, which has similarly been shown to regulate Defensins A, C, and D in *Aedes aegypti* [84]. Although *Drosophila* are not a natural host of *C*. *fasciculata*, these parasites will colonize the gut following oral infection, triggering increased AMP production by the fat body. These findings all suggest that kinetoplastids in the gut can provoke a response in their insect host, one that may be relevant to transmission of pathogenic species. While the details of the interaction between parasite and insect may differ, particularly for parasites like *T*. *brucei* and *Leishmania* that primarily reside in the midgut, there is probably also a great deal of shared biology that may be revealed through study of the *C*. *fasciculata*-*Ae*. *aeypti* infection model. In addition, this model may be particularly relevant for *T*. *cruzi* which, like *C*. *fasciculata*, colonizes the hindgut and rectum of its insect vector.

We have shown that *C*. *fasciculata*, an important model for kinetoplastid biology, may also serve as a model for the conserved process of kinetoplastid adhesion to insect tissue. With a sequenced genome and the development of high-throughput genetic methods, like the recently described CRISPR/Cas9 system in *Leishmania* [85], a large number of gene candidates can be functionally screened using an *in vitro* adhesion assay. We are now using this method to try to generate knockout lines deficient in adhesion which can then be tested in our mosquito infection model to evaluate their role *in vivo*. This current work as well as future studies in *C*. *fasciculata* may provide candidates for targeted investigation of orthologous proteins in other insect-kinetoplastid interactions.

## Supporting information

S1 Fig *C*. *fasciculata* infection does not alter fitness of mosquitoes. Kaplan-Meier survival plots of *Ae*. *aegypti* following overnight feeding with *C*. *fasciculata* in a sucrose meal. Under these conditions virtually all mosquitoes are infected. (A) Male and (B) female mosquitoes were housed separately and analyzed independently. No significant change to survival was observed out to 28 days when the experiment was ended; however, the P value for infected female mosquitoes is 0.07, indicating that there is possibly a fitness benefit for females colonized by *C*. *fasciculata*. Survival curves were compared using a Log-rank (Mantel-Cox) test. Data representative of and pooled from two independent replicates.
(TIF)

S2 Fig RNAseq reads mapping to *Ae*. *aegypti* from mosquito hindgut samples. The light shaded bars are uninfected hindguts and the darker bars are infected hindguts. The percentages indicate the fraction of reads Kallisto mapped to *Ae*. *aegypti* transcriptome version AaegL5.1 in each replicate.
(TIF)

S3 Fig Relative transcript abundance of selected *C*. *fasciculata* genes by qRT-PCR. Selected genes (Ank, CFAC1_300013200; PP2C, CFAC1_060021100; TPR, CFAC1_090020800; Craltrio, CFAC1_190022700; hyp544, CFAC1_270054400; GP63-800, CFAC1_040011800) are single-copy where specific qRT-PCR primers could be designed. Positive and negative bars indicate enrichment in adherent and swimming cells, respectively. Dark and light shading indicate RNAseq enrichment in adherent or swimming cells, respectively. There is a correspondence between positive bars and RNAseq enrichment in adherent cells, and negative bars and RNAseq enrichment in swimming cells, which verifies the RNAseq results. Data averaged from three replicates. Error bars show the standard deviation.
(TIF)

S4 Fig Relative transcript abundance of selected *C*. *fasciculata gp63* genes by qRT-PCR. Specific qRT-PCR primers were designed for selected *gp63* genes (CFAC1_040011800, CFAC1_270047600, CFAC1_150013400, CFAC1_040011600, CFAC1_040011700, CFAC1_040012000, CFAC1_270047200). Positive and negative bars indicate enrichment in adherent and swimming cells, respectively. Dark and light shading indicate RNAseq enrichment in adherent or swimming cells, respectively. The darkest bar indicates enrichment in the hindgut sample. There is a correspondence between positive bars and RNAseq enrichment in adherent cells, and negative bars and RNAseq enrichment in swimming cells, which verifies the RNAseq results. Data averaged from three replicates. Error bars show the standard error.
(TIF)

S5 Fig GSEA of putative amino acyl transfer RNA biosynthesis KEGG pathway. The left panel shows a heat map of enrichment in adherent (Adh) or swimming (Swim) forms for the three individual replicates (bottom). TriTrypDB gene identifiers, and where applicable, 3-letter amino acid codes are shown. Red color indicates transcript enrichment in adherent form and blue indicates enrichment in swimming form. The 23 genes above the red dashed line (GSEA software threshold) are considered as significantly contributing to the enrichment of the set. The right panel shows the enrichment plot generated by the GSEA software along with the Normalized Enrichment Score (NES) and False Discovery Rate (FDR) indicated for this gene set. A positive NES indicates enrichment in adherent form. The gray shaded area shows a rank order of the genes based on their enrichment in adherent (left, red) or swimming forms (right, blue). The black vertical lines indicate the position of the 31 members of the set within the rank order. The density of lines on the left indicates the enrichment of genes in adherent form. The green line indicates the enrichment profile generated by the software.
(TIF)

S1 Movie Time-lapse of adherent cell growth. Adherent cells growing in culture for 24 hours. This movie contains images shown in Fig 3A. Images were collected every 2 minutes and 30 seconds as indicated in the time stamp in the upper right corner.
(MOV)

S2 Movie Time-lapse of adherent cell growth. Another field of the experiment shown in Fig 3A and S1 Movie. Images were collected every 2 minutes and 30 seconds as indicated in the time stamp in the upper right corner.
(MOV)

S3 Movie Time-lapse of cell-division in rosettes. Rosette growing in culture for 4 hours. This movie contains images shown in Fig 3B. Images were collected approximately every 2 minutes as indicated in the time stamp in the upper right corner.
(MOV)

S1 Table Transcripts upregulated in cultured adherent *C*. *fasciculata*. Gene IDs from TriTrypDB for *C*. *fasciculata* transcripts significantly upregulated in cultured adherent cells relative to cultured swimming cells (LFC>1, p<0.01) across six samples (three cultured swimming and three cultured adherent). Also shown is the annotation from TriTrypDB (Product Description). Genes comprise Group 2 of Fig 6A and are listed in order of accession number.
(XLSX)

S2 Table Transcripts downregulated in cultured adherent *C*. *fasciculata*. Gene IDs from TriTrypDB for *C*. *fasciculata* transcripts significantly downregulated in cultured adherent cells relative to cultured swimming cells (LFC>1, p<0.01) across six samples (three cultured swimming and three cultured adherent). Also shown is the annotation from TriTrypDB (Product Description). Genes comprise Group 1 of Fig 6A and are listed in order of accession number.
(XLSX)

S3 Table *C*. *fasciculata* transcripts upregulated in mosquito hindgut. Gene IDs from TriTrypDB for *C*. *fasciculata* transcripts significantly upregulated in parasites isolated from infected hindguts compared to cultured swimming cells across nine samples (three cultured swimming, three cultured adherent, and three from infected hindguts). Shown is the annotation from TriTrypDB (Product Description). Genes are listed in order of accession number. These genes are described in Fig 6D.
(XLSX)

S4 Table *C*. *fasciculata* transcripts upregulated in mosquito hindgut and in cultured adherent cells. Gene IDs from TriTrypDB for *C*. *fasciculata* transcripts significantly upregulated in parasites isolated from infected hindguts and cultured adherent cells compared to cultured swimming cells in our nine-sample analysis. Shown is the annotation from TriTrypDB (Product Description). Genes are listed in order of accession number. These genes are described in Fig 6D.
(XLSX)

S5 Table GSEA lists analyzed. 134 gene sets and associated KEGG pathway number available for *C*. *fasciculata* genes on TriTrypDB. Two additional gene sets, GP63 proteins and putative Paraflagellar Rod Proteins were manually generated. 96 lists had sufficient numbers of members to be included in the analysis after restricting the list based on presence in the dataset (Yes). Lists in italics were excluded due to an insufficient number of genes with data in the dataset. Total number of genes in each set are shown as well as the number of genes per set contributing to the analysis. Sets not analyzed are listed as “No” with number of genes indicated as “na”.
(XLSX)

S6 Table *Ae*. *aegypti* transcripts upregulated in *C*. *fasciculata* infected hindguts.

S7 Table *Ae*. *aegypti* transcripts downregulated in *C*. *fasciculata* infected hindguts.

S8 Table Primers.

S1 File Gene sets with member genes for GSEA analysis.

S2 File Tab delimited *C*. *fasciculata* expression data in GCT format for GSEA analysis.

How the deposited data were processed for this re-analysis (not part of the article)

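The parasite part used 9 libraries, from 3 swimming cultures, 3 adherent cultures and 3 infected hindguts, and the mosquito part used the same 3 infected hindguts and 3 uninfected ones. According to the methods and the submitters' processing notes, the authors assigned reads to transcripts with kallisto 0.43.0, summarized them with tximport 1.0.2 and used limma 3.34.4. Every column of the tables belonged to a listed sample, and 0 columns were left unused.

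For the parasite the authors deposited a table named as estimated counts and 2 tables of log2 values. The first held TPM, which the authors made with kallisto as shares of each library, since all 9 columns had the same sum. The deposited log2 values were log2 CPM that the authors made after filtering transcripts with low CPM and normalizing by TMM, separately for the 6 cultures (9323 transcripts) and for all 9 samples (8297 transcripts). Behind the values of the 6 cultures lay counts proportional to TPM with 1 factor per transcript, to within a relative departure of 9.36e-09, plus a constant of 0.0137 CPM. The library size from this constant, at a prior count of 0.25, and the size from steps of 1 read between low values came to the same 18.2 when given in units of 1e6 reads. For the values of all 9 samples neither was checked. Their constant of 0.0210 CPM was worked out from a prior count of 0.25 and the library sizes. Reads were recovered from the log2 values on that basis, and they were used for depth, shares of reads, thinning, simulations, the read minimum of named genes and alternatives. For the mosquito the authors deposited estimated counts per gene, made with kallisto and tximport without a filter, and log2 CPM values that they had normalized by TMM and corrected for the replicate with ComBat.

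The test set for the parasite before the data were examined was edgeR on counts. Because the unit was TPM and not counts, limma on the deposited log2 values, which had been set as an alternative, took its place. Transcripts were tested with limma 3.58.1 in R 4.3.3, with moderated variances that follow a trend with the mean level, 1 coefficient per group and no replicate term. The 6 cultures were fitted alone and the 9 samples together, with 1 residual variance per transcript over the groups of a fit. A transcript was called at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change beyond 1 in either direction. Mosquito counts were rounded, genes with at least 1 CPM in 3 or more of 6 libraries were kept, and edgeR 4.0.16 tested infection by quasi-likelihood after TMM, with the replicate as a block, at an adjusted p under 0.05 and a log2 fold change beyond 0.59.

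The replicate numbers were checked as pairs. With each transcript set against its group mean, cultures of the same number correlated with r = -0.364, -0.102 and -0.208 and cultures of different numbers with -0.0795 to 0.241, and over all 9 parasite samples these ranges were -0.442 to 0.139 and -0.323 to 0.431, so no block was used for the parasite. Mosquito libraries of the same number correlated with 0.863, 0.857 and 0.482 and the others with -0.819 to 0.344, so the block was kept.

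Gene sets were the KEGG sets and the gp63 and paraflagellar rod lists of the paper's supplement, with at least 15 measured members. They were tested on the 6 cultures with camera from limma, at a preset correlation of 0.01 and an FDR under 0.05. GSEA ran in gseapy 1.3.1 with 1000 permutations of genes and a signal-to-noise ranking whose SD was at least 0.2 of the mean, on the culture columns of the nine-sample table. It was repeated over 10 seeds for the spread of its scores. Principal components were computed on log2 values with centred genes. Other lists were fixed as search words before the data were examined. No annotation of the whole genome was at hand, so the words were applied to the product descriptions of the transcripts in the paper's lists of called transcripts. Descriptions that its other tables give for further transcripts were used for named genes and not searched for these lists. Counts for these lists are therefore descriptions of called transcripts and not tests of enrichment. The paper lists transcripts higher or lower in adherent cells and higher in hindgut parasites, but none as lower in hindgut parasites. A transcript lower only in hindgut parasites could thus not enter a list, which tilts the hindgut counts of these lists towards rises.

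The rule for named genes was also set before the data were examined. It took the 10 largest increases and the 10 largest decreases per comparison among called genes whose groups did not overlap, with at least 10 reads in the higher group and a product description, and every gene or group that the paper names. Groups are given with examples chosen by size after their values were seen, and values in the paper's tables count as seen. Examples of lists outside this rule were likewise chosen after their values were seen.

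Depth differed between the comparisons. Cultures had from 14029302 to 21545392 recovered reads in the nine-sample table, hindgut parasites from 98476 to 599029 (median 367795), and mosquito libraries from 30934954 to 49810955 estimated counts. A transcript with 1 read in hindgut replicate 1 stood at 9.53 CPM. The fits were tested on simulated data, with 200 genes changed, 100 of them by 1.5 and 100 by 2.5 on the log2 scale. In the cultures limma found 93% of the smaller and 98% of the larger changes with 0 false calls. For hindgut parasites against swimming cells it found 74% and 93% with 23 false calls, and edgeR on recovered reads found 24% and 77% with 2. For the mosquito, edgeR with the block found 92% and 100% with 10 false calls, and ComBat followed by limma found 95% and 100% with 91. The simulated mosquito counts took their dispersion from its trend with level, so genes at the same level varied alike. Changes of the size of the paper's listed genes (medians 0.94 and -0.94) were not simulated. The percentages therefore do not show how often such genes would be found. Intervals for shares of reads are Wilson intervals at 95%, and cover counting error only.

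Alternatives that changed 1 choice were normalization by RLE, filters, the replicate block, the fold threshold tested with treat, only the 2 groups compared, other tests (voom, fry, camera with an estimated correlation) and each replicate left out. Others changed several choices together. Libraries thinned to the smallest changed the depth and, with the prior count in reads, the constant added to each CPM. DESeq2 1.42.0 brought its own size factors, ComBat from sva 3.50.0 followed by limma changed the test, the correction and the block, and limma on the deposited ComBat values also changed the genes (11703 in place of 10633). Fits on TPM with 1 or 0.1 added, which changed the unit and the scaling and in some the filter, and on recovered reads, with other tests, were added after the data had been examined. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. GO Slim terms, genome positions, protein features, the quantitative PCR, the protein assays and the imaging were not analysed here.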

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

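The results in this part are signals in genes or comparisons that the paper does not discuss. The members of the sets for glycolysis and gluconeogenesis, the citrate cycle and aminoacyl-tRNA biosynthesis were fixed before their values were seen. They were not chosen on these samples. The set tests on hindgut parasites were not planned, and these sets are described out of all that were tested. The paper had already reported the aminoacyl-tRNA set as enriched in the same adherent cells. Single genes and the histones were singled out after their values were seen, and the fits on TPM and the simulation with changed transcripts were chosen after the data had been seen.

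Genes of the set for glycolysis and gluconeogenesis were lower in hindgut parasites. Against swimming cells 36 of 60 measured genes fell and 1 rose (adjusted p = 2.03e-09, or adjusted p = 0.176 with an estimated correlation, by camera), and against adherent cells 33 fell and 2 rose (adjusted p = 2.58e-07, or adjusted p = 0.352 with an estimated correlation). Hexokinase CFAC1_260008400, which phosphorylates glucose on entry, had a log2 fold change of -2.72 (standard error 0.21) against swimming cells and fructose-1,6-bisphosphatase CFAC1_030021400, an enzyme of gluconeogenesis, of -2.32 (standard error 0.29), each without overlap between 3 hindgut and 3 swimming libraries. Pyruvate dehydrogenase E1 beta CFAC1_230015900, which feeds the citrate cycle, went the other way with 1.99 (standard error 0.35). In the citrate cycle 22 of 36 genes fell against swimming cells and 1 rose (adjusted p = 2.04e-06, or adjusted p = 0.0994 with an estimated correlation), among them a carboxylase, CFAC1_050005600, with -2.13 (standard error 0.12). On TPM with 1 added, 36 genes of the first set and 22 of the citrate cycle were again lower than in swimming cells, where the median of all transcripts moved to -0.10.

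Aminoacyl-tRNA biosynthesis was lower in hindgut parasites than in adherent cells, with 17 of 31 genes down and 0 up (adjusted p = 2.58e-07, or adjusted p = 0.293 with an estimated correlation, by camera from limma). In adherent against swimming cells 7 rose and 0 fell (adjusted p = 3.65e-05, or adjusted p = 0.664 with an estimated correlation). Both comparisons use the same adherent libraries, with opposite sign. The set did not pass by camera in hindgut parasites against swimming cells (adjusted p = 0.125), with 1 gene up and 6 down. Cysteinyl-tRNA synthetase CFAC1_010008200 had -1.79 (standard error 0.20) and methionyl-tRNA synthetase CFAC1_130012000 -1.66 (standard error 0.12) against adherent cells.

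The ATG8-like gene CFAC1_100008700, of the autophagy machinery, had a log2 fold change of 6.18 (standard error 0.40) in hindgut parasites against swimming cells, while CFAC1_100009700 of the same family had -4.28 (standard error 0.24). Of 10 measured ATG8 genes 4 rose and 4 fell there. The amastin CFAC1_120012200, a surface glycoprotein, had 4.61 (standard error 0.18) against adherent cells. Of 13 measured histones 8 were higher in hindgut parasites than in adherent cells and 0 lower in limma, but on TPM with 1 added 8 were higher and 2 lower. Histone H2A CFAC1_130015500 had 3.70 (standard error 0.15) and histone H4 CFAC1_230007600 2.92 (standard error 0.33). Histone H4 CFAC1_260005700, with 2.59 (standard error 0.29), lost its call in thinned libraries. The counts of ATG8 genes and histones come from lists that transcripts lower only in hindgut parasites could not enter.

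The transcripts higher in hindgut parasites than in swimming cells were weighed against 2 technical explanations. Mosquito reads assigned to parasite transcripts would follow the mosquito counts and not the parasite reads, and 0.462% of the called transcripts (6 of 1300) did so, which is evidence against that source for the list as a whole. Low depth with the filter on 1 read would give calls in unchanged libraries. In 20 simulations at the hindgut depths, with the spread of swimming cells and fitted against swimming cells alone, the highest number of higher calls was 0. With the called transcripts changed as fitted and the spread of well-read hindgut transcripts, at most 3 unchanged transcripts were called higher in any of 20 simulations. These were also fitted against swimming cells alone, where the real libraries gave 1092 higher and 1256 lower. Both kinds of simulation gave all transcripts the same spread. Within that limit they are evidence against depth as the source of most of these calls. In the test of limma with 200 changed transcripts and the spread of each transcript 23 others were called in either direction, against 1300 higher and 1458 lower here. That test added noise to log2 values and drew no reads, so it does not bear on depth or the filter. Reads shared between copies of a gene family, and a different amount of RNA per cell, were not tested and stay open. So does a biological difference between parasites in a hindgut and in a flask, which the design does not part from age or growth.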

How the results depend on the processing

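The alternatives were set before the data were examined, except the fits on TPM and on recovered reads, ComBat with infection in its model, and principal components on TPM or without single samples, which were chosen after the data had been seen. Thinning was set beforehand, but its prior count of 0.25 was chosen after values with one 9 times as large had been seen. For 18 results, 198 values under the alternatives set beforehand were computed. Of these 153 stayed the same (a count within 1.5 times, a share of variance within the spread). A further 22 became weaker, 15 stronger and 8 moved. With the added ones these numbers were 213, 40, 26 and 22 of 301. These values were compared by size only, so a reversal of direction could not be recorded among them. Of the named genes, 104 between the cultured forms lost their call in 38 of 1038 values set beforehand, 70 between hindgut parasites and swimming cells in 46 of 1034, and 67 between hindgut parasites and adherent cells in 55 of 991, and 0 reversed. The added ones ended calls in 58 of 728, 23 of 490 and 29 of 469. Among 41 mosquito genes, not called with edgeR and the block, 104 of 489 values passed under alternatives set beforehand and 41 of 41 under the added one.

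Between adherent and swimming cells, RLE, a filter in 4 of 6 samples, edgeR with TMM or RLE, voom and DESeq2 gave from 837 to 869 transcripts higher and from 847 to 898 lower, where limma gave 874 and 860. Leaving out single libraries gave 842 to 923 and 835 to 894. Among hindgut parasites the same changes of a single library gave 1101 to 1479 higher and 1228 to 1591 lower than swimming cells, 868 to 1204 higher and 719 to 1035 lower than adherent cells, and 375 to 632 higher and 472 to 743 lower between the cultured forms in the nine-sample fit. The overlap of adherent and hindgut parasites above swimming cells ranged from 160 to 290, with 160 without swimming replicate 2 against 247 with all, and the overlap of swimming and hindgut cells above adherent cells from 127 to 183.

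With the replicate as a block, the counts were 867 and 842 between the cultured forms, 1275 and 1447 for hindgut parasites against swimming cells, 1015 and 885 against adherent cells, and 501 and 589 between the cultured forms in the nine-sample fit.

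Testing against a log2 fold change of 1 with treat, instead of a limit on the estimate, asks more of each transcript. It left 295 higher and 327 lower between the cultured forms, 258 and 378 for hindgut parasites against swimming cells, 201 and 101 against adherent cells, 8 and 50 between the cultured forms in the nine-sample fit, and overlaps of 2 and 4. Libraries thinned to the reads of hindgut replicate 1 gave, in the same order of the nine-sample comparisons, 285 and 472, 242 and 300, 82 and 125, and overlaps of 29 and 29. With a prior count 9 times as large these were 502 and 593, 375 and 353, 132 and 204, and 41 and 33. Thinning at a fixed prior count in reads also raises the constant added to each CPM, so the drop is not due to reads alone.

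On TPM with 1 added, which is not rescaled between libraries, the balance of higher and lower transcripts changed in most comparisons. It changed less for hindgut parasites against swimming cells, with 1086 higher and 1439 lower (43.0% higher, median -0.10). No filter gave 1051 and 1619 there (39.4%), and the main fit 1300 and 1458 (47.1%). Between the cultured forms 1732 were higher and 266 lower (86.7% higher, with the median of all transcripts at 0.41), 1940 and 320 with 0.1 added (85.8%, 0.44) and 1733 and 268 with no filter (86.6%, 0.41). In the nine-sample fit these forms gave 1396 and 176 (88.8%, 0.44), or 1317 and 176 with no filter (88.2%). Hindgut parasites against adherent cells gave 389 and 2267 (14.6% higher, median -0.56), or 374 and 2399 with no filter (13.5%, -0.65). The overlaps were 421 and 29, or 398 and 28 with no filter. In the cultures, log2 CPM and TPM differ by 1 factor per transcript, a scale per library and the added constant. With the same transcripts, the changed balance there comes from those scales or that constant, and not from other reads. With 0.1 added in place of 1 the share higher in the cultures was 85.8% against 86.7%, and the median 0.44 against 0.41. That argues against the constant added to TPM as the source in the cultures. The cause in hindgut parasites was not tested.

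For mosquito genes edgeR with the block called 0 higher and 0 lower, with 756 at an unadjusted p under 0.05. The counts were 199 and 64 after ComBat and limma without the block, 198 and 85 with limma on the deposited ComBat values, 407 and 178 after ComBat with infection in its model, 77 and 15 with DESeq2, and 0 and 1 with no filter. Without replicate 1 edgeR called 10 higher and 1 lower, and without replicate 2 or replicate 3 it called 4 and 2. So the range without single replicates was 4 to 10 and 1 to 2. With edgeR without the block, voom, RLE, CPM of at least 1 in all 6 samples, and limma with the block on the deposited values, both counts were 0. On the deposited ComBat values the block was the only change between 198 and 85 calls and 0 and 0. The limma calls on those values thus rest on leaving the block out. Why the other tools differ was not tested here beyond the simulation described under the other observations.

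Of gene sets, 16 were higher and 21 lower in adherent cells with camera at its preset correlation. An estimated correlation left 0 and 0, fry gave 29 and 61, GSEA 10 lower, and camera on TPM 10 higher. The cause was not tested. Single libraries left out gave 15 to 18 and 17 to 22.

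The share of variance on the first component was 87.2% in the cultures, and 75.3% with each gene scaled to unit variance, 82.4% for the 500 most variable genes and 88.7% on TPM with no filter. In all 9 parasite samples 56.4% became 47.1%, 66.9% and 51.2%. In the mosquito before batch correction 76.2% became 68.7% with scaling and 64.1% with no filter, and after it 43.4% became 52.1% for the 500 most variable genes and 46.9% in the deposited values. Single samples left out gave 86.3 to 90.4%, 55.3 to 61.3%, 71.2 to 82.1% and 43.3 to 50.6%. The cause was not tested.

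Alternatives that needed parasite counts were not run as set, because the table held TPM: no filter and filterByExpr on counts, and voom, RLE, DESeq2 and glmTreat on counts, in whose place stand treat on log2 values and the added fits on recovered reads. The filter at a mean of 10 hindgut reads (1142 and 1108), RLE (1367 and 1393) and the 2 groups alone (1092 and 1256) stayed within 1.5 times of the counts for hindgut parasites against swimming cells. Fits on recovered reads gave 1586 higher and 1337 lower with edgeR, 1689 and 1302 with voom, and 1557 and 1429 with DESeq2 there, where limma on the deposited values gave 1300 and 1458.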

Differences from the paper's values

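All alternatives named here were set before the data were examined, except the fits on recovered reads and the prior count of the thinned libraries, which were chosen after seeing the values. The thresholds were the paper's.

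For mosquito genes higher in infected hindguts the paper's value is 197 and edgeR with the replicate block gave 0, and for lower genes the paper's value is 83 and edgeR gave 0, with 756 genes at an unadjusted p under 0.05. ComBat followed by limma without the block gave 199 and 64, and limma without the block on the deposited ComBat values 198 and 85. These do not differ by the rule used, and the latter called all 197 and all 83 of the paper's genes. The values still differed with edgeR without the block, voom, RLE, CPM of at least 1 in all 6 samples and limma with the block on the deposited values (0 and 0 each), with no filter (0 and 1), with DESeq2 (77 and 15, which called 69 and 15 of the paper's genes) and with single replicates left out (4 to 10 and 1 to 2).

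Of the immune genes the paper's values are 5 higher and 7 lower, and edgeR called 0 and 0, though all 9 that were measured above the filter had an unadjusted p under 0.05. For the 5 higher genes, ComBat followed by limma gave 5 and the deposited values 5. DESeq2 with 2, edgeR without replicate 2 with 3, and the other alternatives with fewer, still differed. For the 7 lower genes only the deposited values reached 7, while ComBat followed by limma gave 4 and no filter 1. Of the signaling genes the paper's value is 31 higher and edgeR called 0, with 32 at an unadjusted p under 0.05, 29 of them higher and 3 lower. The deposited values gave 31 and ComBat followed by limma 29, and DESeq2 with 17 and the remaining alternatives still differed.

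For gene sets higher in swimming cells the paper's value is 10 and camera gave 21. GSEA gave 10. The value differed with an estimated correlation (0), RLE (23), the replicate block (20), the genes of the nine-sample filter (18), fry (61) and single libraries left out (17 to 22).

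Normalized enrichment scores from GSEA differed by more than their spread over 10 seeds, and no alternative was set for them. The scores were 2.02 for selenocompound metabolism (the paper's 2.057), 1.89 for ansamycins (the paper's 1.914), 1.87 for flavonoids (the paper's 1.910), 1.95 for aminoacyl-tRNA (the paper's 1.910), 1.88 for porphyrin (the paper's 1.903), 1.84 for macrolides (the paper's 1.902), 1.68 for ubiquinone (the paper's 1.727), 1.63 for insect hormones (the paper's 1.669) and 1.56 for cysteine and methionine (the paper's 1.580). Among sets higher in swimming cells they were -2.26 for the paraflagellar rod (the paper's -2.230), -1.95 for starch and sucrose (the paper's -1.920) and -1.86 for oxidative phosphorylation (the paper's -1.840). The SD over seeds of these 12 was between 0.00710 and 0.0256.

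Some statements differ by a few genes, within the rule for counts. The paper counts 9 receptor-type adenylate cyclases as lower in adherent cells, and 8 were called here, with CFAC1_280034800 at -1.54 (standard error 0.47) passing without adherent replicate 3 and, in fits chosen after seeing the values, with voom, DESeq2 and edgeR with RLE on recovered reads. It counts 3 phosphodiesterases, where 4 were called, and 2 gp63 genes as lower in hindgut parasites among those lower in adherent cells, where all 3 were called, CFAC1_040011800 with -1.02 (standard error 0.14) but not without swimming replicate 2 or hindgut replicate 1, with RLE or in thinned libraries. The paper counts 12 proteases other than gp63 as higher in adherent cells (11 here, 12 without swimming replicate 1). It counts 29 proteases or peptidases as higher in hindgut parasites without saying whether gp63 genes are among them, and 22 were called here without gp63 genes and 32 with them. Of its 29 it counts 6 as higher in adherent cells too, where 4 were called without gp63 genes, or 6 without hindgut replicate 1.

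In hindgut parasites 1300 transcripts were higher than in swimming cells, where the paper's value is 1557, and 1255 were shared. DESeq2 on recovered reads, chosen after seeing the values, gave 1557, dropping 60 of the paper's called transcripts. In the nine-sample table the paper's 653 for transcripts higher in adherent cells was reached when only the 2 groups were compared, and 535 were called with all 3 groups in the fit. The paper places infection on the first component after batch correction. In the deposited values that component held 46.9% and parted the groups. ComBat run anew left replicate differences on the first component and put infection on the second, with 24.8% of the variance.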

Other observations

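Genes named in this part were chosen after their values were seen, and all tests of an explanation were written down before their results were seen, except those of added counts per parasite read at any uninfected count, of the third pair among genes above the median level, and of splits after ComBat and limma, which had no bounds set beforehand or were chosen afterwards. Genes of the paraflagellar rod list, discussed by the paper for the cultured forms, were lower in hindgut parasites than in swimming cells as well, with 25 of 46 down and 6 up (adjusted p = 0.000719, or adjusted p = 0.0617 with an estimated correlation, by camera from limma). Rod protein 2C, CFAC1_200024800, had a log2 fold change of -2.77 (standard error 0.08) against swimming cells and -1.38 (standard error 0.08) against adherent cells. Against adherent cells 6 of the list rose and 3 fell, and a flagellar calcium-binding protein, CFAC1_120017200, had 2.35 (standard error 0.13). Of 37 flagellum and motility transcripts 9 rose and 17 fell against swimming cells, and between the cultured forms 7 of 38 rose and 18 fell. Of transporters 9 of 61 rose and 38 fell in adherent cells, and 13 of 53 rose and 24 fell in hindgut parasites against swimming cells. The lists of flagellum and transporter transcripts could not hold any that were lower only in hindgut parasites.

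Several gene sets of lipid, amino acid and carbohydrate metabolism, of synthesis as well as breakdown, were lower in hindgut parasites than in swimming cells. In fatty acid elongation 15 of 20 fell and 0 rose in limma (adjusted p = 1.11e-05, or adjusted p = 0.0541 with an estimated correlation), among them the elongase CFAC1_110015000 with -3.02 (standard error 0.40), a call lost in thinned libraries. In fatty acid degradation 17 of 36 fell and 0 rose (adjusted p = 5.44e-06, or adjusted p = 0.0494 with an estimated correlation), and in valine, leucine and isoleucine degradation 22 of 33 fell and 0 rose (adjusted p = 2.61e-06, or adjusted p = 0.0494 with an estimated correlation), with CFAC1_200031100, an enoyl-CoA hydratase, at -3.10 (standard error 0.22). In glutathione metabolism 19 of 39 fell and 1 rose (adjusted p = 0.00488, or adjusted p = 0.0714 with an estimated correlation), in unsaturated fatty acids 12 of 22 fell and 0 rose (adjusted p = 0.000719, or adjusted p = 0.0633 with an estimated correlation), in starch and sucrose 17 of 28 fell and 1 rose (adjusted p = 4.95e-05, or adjusted p = 0.238 with an estimated correlation), in glycerolipid metabolism 14 of 39 fell and 1 rose (adjusted p = 0.0108, or adjusted p = 0.0863 with an estimated correlation) and in propanoate metabolism 19 of 50 fell and 8 rose (adjusted p = 0.00509, or adjusted p = 0.0714 with an estimated correlation).

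Purine metabolism had 23 of 115 genes down and 7 up in hindgut parasites against adherent cells (adjusted p = 0.00160, or adjusted p = 0.147 with an estimated correlation). Pyrimidine metabolism had 17 of 109 genes up and 8 down in adherent cells (adjusted p = 0.0242, or adjusted p = 0.692 with an estimated correlation). Of 14 cytosolic ribosomal proteins 6 fell and 2 rose in adherent cells against swimming cells, and 9 rose and 0 fell in hindgut parasites against adherent cells in limma. Both comparisons use the same adherent libraries, with opposite sign, and directly against swimming cells 8 rose and 0 fell in hindgut parasites. Of 24 amastins, surface antigens and mucins 16 fell and 0 rose in adherent cells, and 10 of 20 rose and 0 fell from adherent cells to hindgut parasites. Of autophagy transcripts 9 of 15 fell and 0 rose in adherent cells, and 5 of 12 rose and 0 fell against adherent cells in the hindgut. Of 15 histones 5 rose and 9 fell in adherent cells. Whether the direction differs between forms was not tested for any of these lists, and the description lists hold only transcripts called in the study. Transcripts lower only in hindgut parasites could not enter the description lists, so their hindgut counts lean towards rises by construction.

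Description lists for the mosquito held few genes. In edgeR 3 of 3 antimicrobial peptides, 5 of 5 pattern recognition genes, 23 of 24 of insulin and ecdysone signaling, 5 of 5 digestive enzymes and 3 of 4 cuticle genes had an unadjusted p under 0.05, and 0 passed over all genes. Of CLIP proteases and serpins, Malpighian tubule and ribosomal protein lists 1 gene each was tested, and 1 each had an unadjusted p under 0.05. Immune signaling, muscle and heat shock had 1 gene each in the study's tables and 0 above the filter, and fat body, ovary and hemocyte lists had 0. All these genes were called in the study on these samples.

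Mosquito genes passed after ComBat and limma without a replicate term (263 in all, 283 with the deposited values) and not in edgeR with it. A candidate explanation is that limma counts the replicate differences that ComBat removed as free residuals. In 20 sets of libraries simulated with the real replicate differences and no infection effect, ComBat and limma gave a median of 53 calls (from 0 to 81), and edgeR with the block gave 0 in each. That lies between the bounds set for and against it, so this source may account for part of the calls. Infection changes shared by the replicates are the other candidate. Of the 280 genes with the largest mean change in 2 pairs, 62.7% went the same way in the pair left out (60%, 67.5% and 60.7%). That is also between its bounds. Among genes above the median level, for which no bounds were set, 73.2% did so (61.4%, 84.6% and 73.6%). How many of the calls are changes shared by the replicates cannot be told from 3 pairs.

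Parasite reads assigned to mosquito genes were also weighed for genes with a higher count in infected hindguts. Of 199 genes called higher after ComBat and limma, 0 had under 10 counts in each uninfected library, so the test set beforehand, which asked for such genes, could only give 0 and decides nothing. At any uninfected count, parasite reads would add to a gene in proportion to their number. All 199 had an added count in each replicate, but for 2 genes (1.01%) the added count per parasite read lay within 2-fold over the 3 replicates. That argues against parasite reads as the source of most of these calls, although differences between libraries in the mosquito's own counts widen this ratio as well.

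Splits of the 6 samples of a comparison into 3 and 3 number 10, too few for a share under 0.05. Every split but the real one also mixes both conditions in each group. In the parasite comparisons the large difference between conditions then widens the residuals. Their counts of 0 transcripts could hardly come out otherwise and are no measure of chance. Of the splits, 1 gave as many calls as the real one between the cultured forms (the real one, 1734, with 0 as the highest other), 1 for hindgut parasites against swimming cells (2348 when only these 6 samples were fitted, highest other 0) and 1 for hindgut parasites against adherent cells (1568, highest other 0). For mosquito genes with edgeR 10 of 10 gave as many as the real count of 0, the highest other being 2, and the splits that part all 3 pairs gave 0 each. After ComBat and limma the real split gave 263 calls and the highest other, which also parts all 3 pairs, 67. For gene sets by camera 1 gave as many as the real 37, with 34 in the highest other and 11 in the lowest. The mixed splits hold part of the real difference between forms, so these numbers are no measure of chance either. With an estimated correlation in place of the preset one the real split gave 0 sets.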
